# Microbiota Signals Suppress B Lymphopoiesis With Aging in Mice

**DOI:** 10.3389/fimmu.2021.767267

**Published:** 2021-10-19

**Authors:** Joseph R. Krambs, Darlene A. Monlish, Feng Gao, Laura G. Schuettpelz, Daniel C. Link

**Keywords:** hematopoiesis, aging, microbiome, B lymphopoiesis, hematopoietic stem cell, myeloid skewing, inflammation, HSC transplantation

## Abstract

Aging is associated with significant changes in hematopoiesis that include a shift from lymphopoiesis to myelopoiesis and an expansion of phenotypic hematopoietic stem cells (HSCs) with impaired self-renewal capacity and myeloid-skewed lineage differentiation. Signals from commensal flora support basal myelopoiesis in young mice; however, their contribution to hematopoietic aging is largely unknown. Here, we characterize hematopoiesis in young and middle-aged mice housed under specific pathogen free (SPF) and germ-free (GF) conditions. The marked shift from lymphopoiesis to myelopoiesis that develops during aging of SPF mice is mostly abrogated in GF mice. Compared with aged SPF mice, there is a marked expansion of B lymphopoiesis in aged GF mice, which is evident at the earliest stages of B cell development. The expansion of phenotypic and functional HSCs that occurs with aging is similar in SPF and GF mice. However, HSCs from young GF mice have increased lymphoid lineage output, and the aging-associated expansion of myeloid-biased HSCs is significantly attenuated in GF mice. Consistent with these data, RNA expression profiling of phenotypic HSCs from aged GF mice show enrichment for non-myeloid biased HSCs. Surprisingly, the RNA expression profiling data also suggest that inflammatory signaling is increased in aged GF HSCs compared with aged SPF HSCs. Collectively, these data suggest that microbiota-related signals suppress B lymphopoiesis at multiple stages of development and contribute to the expansion of myeloid-biased HSCs that occurs with aging.

## Introduction

Aging is associated with significant changes in hematopoiesis which includes a shift from lymphopoiesis to myelopoiesis (1–4). A decline in lymphopoiesis is evident early in adulthood and progressively declines with aging (5). Prior studies show that there is a loss of the earliest lymphoid-restricted progenitors in aged mice, including decreases in lymphoid-primed multipotent progenitors (LMPPs) and common lymphoid progenitors (CLPs) (6–9). Decreased proliferation and cytokine responsiveness of pre-pro-B, and pro-B cells also has been reported (6, 7, 10). Finally, there is evidence that impaired lineage-specification of hematopoietic stem cells (HSCs) may contribute to the decrease in lymphopoiesis. Specifically, phenotypic HSCs expand with age, but they have reduced self-renewal capacity and display myeloid-lineage skewing (1, 11, 12).

There is evidence suggesting that inflammation may contribute to age-related changes in hematopoiesis (13–18). Expression of certain inflammatory cytokines increases with aging, including tumor necrosis factor-alpha (TNF-α) and interleukin-1β (IL1-β) (19, 20). This is relevant to aging, since chronic stimulation with IL1-β results in reduced HSC self-renewal and enhanced myeloid differentiation (21), and TNF-α signaling has been implicated in the reduced proliferation of aged pro-B cells and myeloid skewing of HSCs (22, 23). Increased toll-like receptor signaling also has been implicated in hematopoietic aging. Prolonged (4-6 week) treatment with the TLR4 ligand, lipopolysaccharide (LPS), is associated with an expansion of phenotypic HSCs with reduced repopulating and enhanced myeloid differentiation, reproducing some of the most prominent features of hematopoietic aging (24). Likewise, prolonged treatment with a TLR2 agonist results in an expansion of phenotypic HSCs but a loss of HSC self-renewal capacity (25).

One source of inflammatory signaling is the microbiota. Prior studies have established through the study of germ-free mice or antibiotic treated mice that signals from microbiota play an important role in the regulation of hematopoiesis (26, 27). A consistent finding from multiple groups is modestly reduced myelopoiesis in germ-free or antibiotic treated young mice, with decreases in mature neutrophils, monocytes, and myeloid progenitors (27–29). The impact of microbiota on multipotent hematopoietic progenitors is less clear, with two groups showing a modest reduction in phenotypic HSCs and multipotent progenitors in germ-free or antibiotic treated mice (26, 30), while our data using young germ free mice showed no difference in HSC number or quiescence (31). In the present study, we examine the impact of microbiota on basal hematopoiesis in young adult or middle aged mice. Our data suggest that microbiota signals play an important role in the age-dependent shift from lymphopoiesis to myelopoiesis.

## Methods

### Mice and Mouse Housing

All mouse experiments were approved by Washington University Animal Studies Committee. Germ-free C57BL/6J mice were housed in a sterile environment of plastic flexible film isolators, as described previously (32). Animal feces and swabs of the insides surfaces of the isolator were monitored on a weekly basis for microbial contamination. Specific pathogen-free mice were maintained under specific pathogen-free conditions. All experiments were done using young 6-8-week-old mice and aged 10-12-month-old mice. Equal numbers of each gender were used. Additional details on mouse strain and housing are provided in **Supplementary Methods**.

### Flow Cytometry and Cell Sorting

Bone marrow and peripheral blood were processed for flow cytometry as previously described (33). Data were acquired using a FACS Aria III flow cytometer and analyzed using FlowJo™ v10.6.1 software. Cell sorting was performed using the FACS Aria III flow cytometer cell sorter. The LSK-SLAM population was double sorted for purity, improving purity to greater than 90%. A complete list of antibody clones used in these experiments is provided in **Supplementary Methods**.

### Transplantation

Six- to eight-week-old wild-type *Ly5.1/Ly5.2* recipient mice were irradiated twice with 600 cGy 6 hours apart. Donor (Ly5.2) bone marrow cells were then injected retro-orbitally and placed on prophylactic antibiotics (trimethoprim-sulfamethoxazole) for 2 weeks. Peripheral blood chimerism was analyzed every 4 weeks until mice were sacrificed 24 weeks after transplantation when donor chimerism in bone marrow and blood were analyzed. For the sorted HSPC transplantation experiments, 50 lineage^-^ Sca1^+^ cKit^+^ CD150^+^ CD48^-^ (LSK-SLAM) cells were double sorted into single wells of a 96 well plate containing 250,000 support whole (Ly5.1) bone marrow cells and then injected into recipient mice. HSC purity of the double sorted was greater than 90%. Only mice with at least 1% trilineage donor chimerism were used to assess lineage output.

### RNA Expression Profiling

Libraries were generated from RNA purified from sorted LSK-SLAM was hybridized to Agilent SurePrint G3 Mouse G3 arrays. Details on library preparation, hybridization and analysis of the RNA expression profiling data are provided in **Supplementary Methods**. RNA expression data is available in the Gene Expression Omnibus database (GSE183138).

### Serum Inflammatory Mediator Measurement

The level of 40 different cytokines, chemokines, or acute phase proteins in the serum of mice was quantified using the Mouse Cytokine Antibody Array, Panel A, as per manufacturer’s recommendations (R&D systems, Minneapolis, MN).

### Statistical Analysis

For single parameter analysis, unpaired t-test were used to assess statistical significance. For multiple parameter data, statistical significance was calculated using one-way (ANOVA). For the limiting dilution analysis, a log-fraction plot of the limiting dilution model was fitted to data from limiting dilution transplantation of 25K, 50K, or 100K cells from whole bone marrow preparations. The log-fraction plots and statistical analysis were generated using the Extreme Limiting Dilution Analysis software (34).

## Results

### Microbiota Signals Contribute to the Suppression of B Lymphopoiesis With Aging

To investigate the impact of the microbiome on hematopoiesis during aging, we analyzed young (6-8 weeks) and middle-aged (~12 months) mice (hereafter referred to as aged mice) housed under specific pathogen free (SPF) or GF conditions. We did not analyze older mice due to the difficulty in maintaining mice in a gnotobiotic facility for more than one year. However, age-associated changes in hematopoiesis, including myeloid skewing, lymphoid progenitor reduction, and reduced self-renewal capacity are evident in C57BL/6 mice by 12 months (6, 9, 35). Complete blood counts were similar between SPF and GF mice in both young and aged mice, except for a mild anemia in aged SPF mice (**Supplementary Figure 1A**). As reported previously (27–29), the percentage of and absolute number of circulating neutrophils (Gr1^hi^ CD115^–^ SSC^hi^ cells) and monocytes (CD115^+^ Gr1^low/neg^ cells) is reduced in young GF mice (**Figure 1A** and **Supplementary Figures 1B, C**). Interestingly, this difference is lost in aged GF mice. In the bone marrow of young GF mice, the percentage and absolute number of neutrophils, Gr1-intermediate granulocytic precursors (CD115^+^ Gr1^Int^ cells), and myeloid progenitors are normal, suggesting that granulopoiesis is intact (**Figures 1A, C**, **Supplementary Figures 2B–D**).

**Figure 1:**
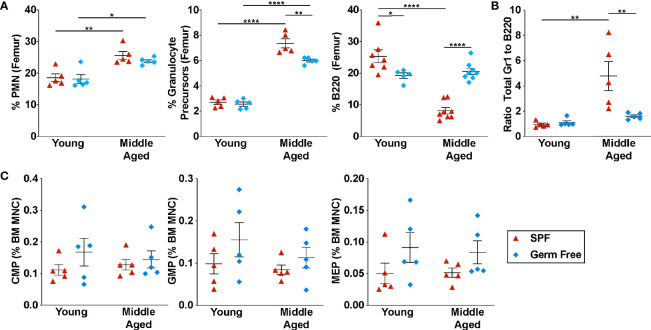
Microbiota signals contribute to the suppression of B lymphopoiesis. **(A)** Percentage of mature neutrophils (Gr1^hi^ SSC^hi^ cells, granulocyte precursors (CD115^+^ Gr1^Int^ cells), and B220^+^ cells in the bone marrow. **(B)** Ratio of Gr1^+^ cells to B220^+^ cells in the bone marrow. **(C)** Percentage of common myeloid progenitors (CMP, lineage^–^ Sca1^–^ Kit^+^ CD34^+^ CD16/32^–^ cells), granulocyte-macrophage progenitors (GMP, lineage^–^ Sca1^–^ Kit^+^ CD34^+^ CD16/32^+^ cells), and megakaryocyte-erythrocyte progenitors (MEP, lineage^–^ Sca1^–^ Kit^+^ CD34^–^ CD16/32^–^ cells) in the bone marrow. Middle aged is defined as 10-12 months. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ****P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak’s multiple comparisons test. Technical replicates were completed at least three times over the span of four years due to availability of germ-free mice.

Consistent with prior studies, there is a shift in hematopoiesis in aged SPF mice towards granulopoiesis, with a significant increase in the percentage of granulocytic cells and a decrease in B lineage cells in the bone marrow (**Figure 1A**) (6, 36, 37). Due to the increase in BM cellularity in aged mice (**Supplementary Figure 2A**), on an absolute basis, there is a marked increase in granulocytic cells, while B lineage cell number is unchanged (**Supplementary Figure 2B**). This shift from B-lymphopoiesis to granulopoiesis with aging is mostly abrogated in GF mice. Compared with aged SPF mice, a significant increase in the percentage of B lineage cells was observed in the bone marrow and blood of aged GF mice, with a modestly attenuated increase in granulocytic cells (**Figures 1A, B** and **Supplementary Figure 2B**). Indeed, whereas the ratio of granulocytic cells to B lineage cells in the bone marrow of SPF mice increased nearly 4-fold with aging, no increase was observed in GF mice (**Figure 1B**).

### Microbiota Signals Regulate B Lymphopoiesis at Multiple Stages of Development

We next examined B lymphopoiesis, quantifying different stages of B cell development starting with lymphoid-primed multipotent progenitors (LMPP/MMP4, lineage^–^ Sca1^+^ Kit^+^ CD34^+^ FLT3^+^ CD48^+^ CD150^–^), lymphoid-committed common lymphoid progenitors (CLPs, lineage^–^ CD27^+^ FLT3^+^ IL7Rα^+^ cells), and the following B cell precursors: pre-pro-B cells (lineage^–^ B220^+^ IgM^–^ CD19^–^ CD43^+^ Ly6D^+^ cells), pro-B cells (lineage^–^ B220^+^ IgM^–^ CD19^+^ CD43^+^ cells), and pre-B (lineage^–^ B220^+^ IgM^–^ CD43^–^ cells). Representative flow plots showing the gating strategy to identify each cell population are shown in **Figures 2A–C**; gating was based on young SPF mice. Consistent with a recent study, a decrease in the percentage of MMP4s, but not MMP2s or myeloid-primed MMP3s was observed in middle aged SPF mice (**Figure 2D**) (9). A similar trend was observed in middle aged GF mice. Although no change in the percentage of CLPs were observed, a significant decrease in most B cell precursors populations was observed in middle aged SPF mice (**Figures 2E, F**). This trend was reversed in GF mice, with significant increases in the percentage and absolute number of CLPs and B cell precursors induced with aging (**Supplementary Figure 3**). These data suggest the microbiota signals contribute to the suppression of B lymphopoiesis during aging primarily at the CLP stage.

**Figure 2:**
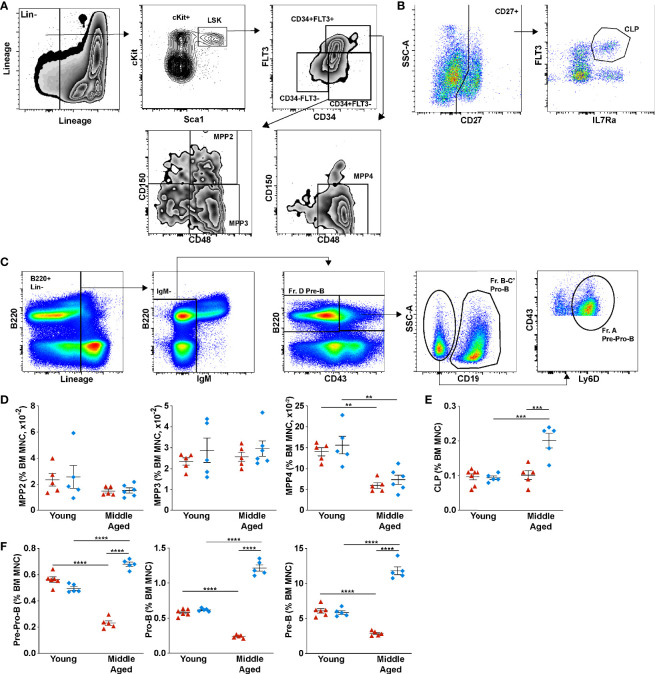
Microbiota signals suppress B lymphopoiesis through down-regulating common lymphoid progenitors in aged mice. **(A)** Representative flow plots of young SPF mouse BM showing the gating strategy used to identify multipotent progenitor (MPP) populations MPP2 (lineage^–^ Sca1^+^ Kit^+^ CD34^+^ FLT3^–^ CD48^+^ CD150^+^), MPP3 (lineage^–^ Sca1^+^ Kit^+^ CD34^+^ FLT3^–^ CD48^+^ CD150^–^), and MPP4 (lineage^–^ Sca1^+^ Kit^+^ CD34^+^ FLT3^+^ CD48^+^ CD150^–^). **(B)** Common lymphoid progenitors (lineage^–^ CD27^+^ FLT3^+^ IL7Rα^+^ cells) **(C)** B cell progenitors Pre-Pro-B (lineage^–^ B220^+^ IgM^–^ CD19^–^ CD43^+^ Ly6D^+^ cells), Pro-B (lineage^–^ B220^+^ IgM^–^ CD19^+^ CD43^+^ cells), and Pre-B (lineage^–^ B220^+^ IgM^–^ CD43^–^ cells). **(D)** Percent of multipotent MPP2, MPP3, and MPP4 per femur. **(E)** Percentage of common lymphoid progenitors **(F)** Percentage of Pre-Pro-B cells, Pro-B cells, Pre-B cells and Immature B cells (lineage^–^ B220^+^ IgD^–^ IgM^+^ cells) in the bone marrow. Data represent the mean ± SEM. **P < 0.01, ***P < 0.001, and ****P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak’s multiple comparisons test.

### Microbiota Signals Are Not Required for the Aging-Dependent Increase in HSPCs

The impact of microbiota signals on HSCs, especially with aging, is not well characterized. To address this issue, we first quantified HSCs by flow cytometry (**Figures 3A–C**). On a percentage basis, a non-significant trend to increased phenotypic HSCs was observed in SPF mice with aging (**Figure 3B**). On an absolute basis, the increase in phenotypic HSCs is highly significant (**Figure 3C**). In particular, the number of lineage^-^ Sca1^+^ cKit^+^ CD150^+^ CD48^-^ (LSK-SLAM) cells and CD34^-^ LSK-SLAM cells is increased 6.4 ± 1.7-fold and 3.4 ± 1.2-fold, respectively. Similar increases were observed in aged GF mice, with LSK-SLAM increasing 5.3 ± 1.6-fold (p=NS compared to SPF mice) and CD34^-^ LSK-SLAM cells increasing 2.8 ± 0.31-fold (p=NS). Aging is associated with an increase in myeloid biased HSCs (38). Prior studies have shown that high CD150 expression marks myeloid biased HSCs (9). Thus, we next assessed CD150 expression on phenotypic HSCs (LSK, CD34^-^ cells). As expected, a significant increase in the percentage of CD150-high HSCs and a corresponding decrease in CD150-low HSCs was observed in aged SPF mice (**Figures 3D, E**). This shift was largely attenuated in GF mice. Indeed, a significant increase in CD150-low lymphoid biased HSCs is present in both young and aged GF mice compared with aged-matched SPF mice. Of note, no significant difference in the cell cycle status of lineage- Kit+ committed progenitors or LSK-SLAM cells was observed with aging in either SPF or GF mice (**Figures 3F, G** and **Supplementary Figure 4**).

**Figure 3:**
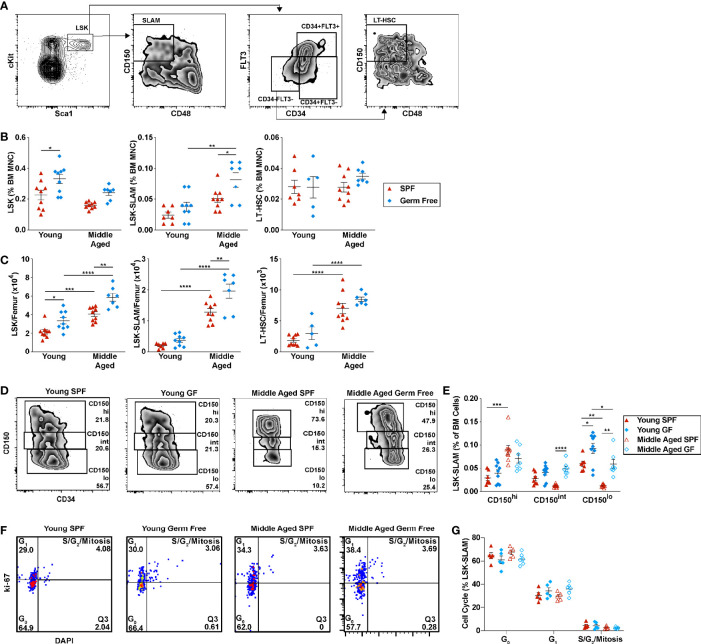
Microbiota signals are not required for the expansion of HSCs with aging. **(A)** Representative flow plots of young SPF mouse BM showing the gating strategy used to identify LSK, LSK-SLAM, and LSK-SLAM CD34- (LT-HSC) cells. **(B)** Percent and **(C)** number of LSK, LSK-SLAM, and LSK-SLAM CD34^-^ cells (LT-HSC) per femur. **(D)** Representative flow plots showing the frequency of CD150^hi^, CD150^int^, and CD150^lo^ HSCs; data are gated on LSK cells. CD150 gating for each experiment was adjusted based on FMO controls. **(E)** Frequency of CD150^hi^, CD150^int^, and CD150^lo^ HSCs. **(F)** Representative flow plots showing the gating strategy used to identify cell cycle status of LSK-SLAM cells. **(G)** Cell cycle distribution of LSK-SLAM cells. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak’s multiple comparisons test.

Prior studies have shown that phenotypic HSCs from aged mice have reduced repopulating activity on a per cell basis (2, 39, 40). Thus, we performed limiting dilution transplantation using unsorted bone marrow cells as an unbiased approach to assess functional HSC frequency. As reported previously (4), the number of functional HSCs increases in the bone marrow of SPF with age (**Figures 4A, B**). A similar expansion of functional HSCs is present in GF mice. Together, these data suggest that signals from the microbiota are dispensable for the expansion of phenotypic and functional HSCs that occurs with chronologic aging.

**Figure 4:**
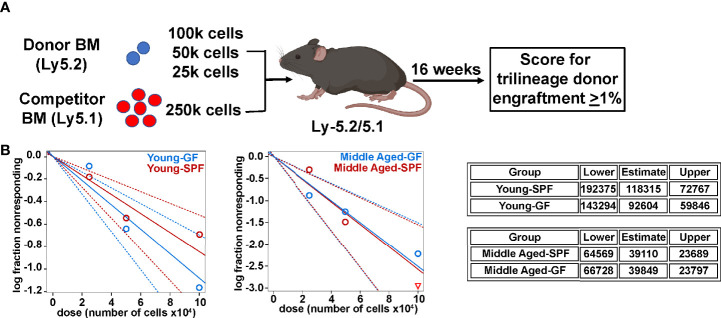
Microbiota signals do not alter age related expansion of HSCs. **(A)** Limiting dilution transplantation strategy to measure frequency of functional HSCs. Created with BioRender.com. **(B)** Limiting dilution analysis of repopulating activity. Shown is the fraction of mice showing long-term multilineage engraftment versus dose of total bone marrow cells transplanted. The dotted lines give the 95% confidence interval. The table represents exact one-sided 95% confidence interval estimates of HSC frequency.

### Microbiota Signals Contribute the Lineage Bias of HSCs

To assess the impact of microbiota on HSC lineage commitment, we transplanted a limiting number of sorted HSCs and assessed lineage output (**Figure 5A**). Stable overall donor engraftment was observed over time, with reduced engraftment of aged HSCs from both SPF and GF mice (**Figures 5B, C, E**). A significant decrease in donor granulocytic cell chimerism was seen in both young and aged GF HSC recipients (**Figures 5B–D**). Conversely, donor B cell chimerism in the blood was increased in aged GF HSC recipients, with a similar trend observed in the bone marrow 24 weeks after transplantation. We next analyzed individual mice with at least 1% trilineage engraftment 24 weeks after transplantation to assess HSC lineage bias. As expected, in young SPF mice, the majority of HSCs displayed a balanced myeloid/lymphoid lineage output, with a significant increase in myeloid-biased HSCs observed with aging (**Figures 5F, G**). In young GF mice, the majority of HSCs are lymphoid-biased. Moreover, although the myeloid output, as measured by granulocytic cell chimerism, increased modestly with aging, the majority of HSCs in aged GF remained lymphoid-biased or balanced. In young GF HSCs, an increase in the output of both B- and T-lineage cells was observed (**Figures 5H, I**). In contrast in aged GF HSCs, the increase in lymphoid output was mainly due to an increased production of B cells. Collectively, these data show that microbiota-related signals play a key role in determining the lineage potential of bone marrow resident HSCs, promoting myeloid lineage development at the expense of lymphoid cells.

**Figure 5:**
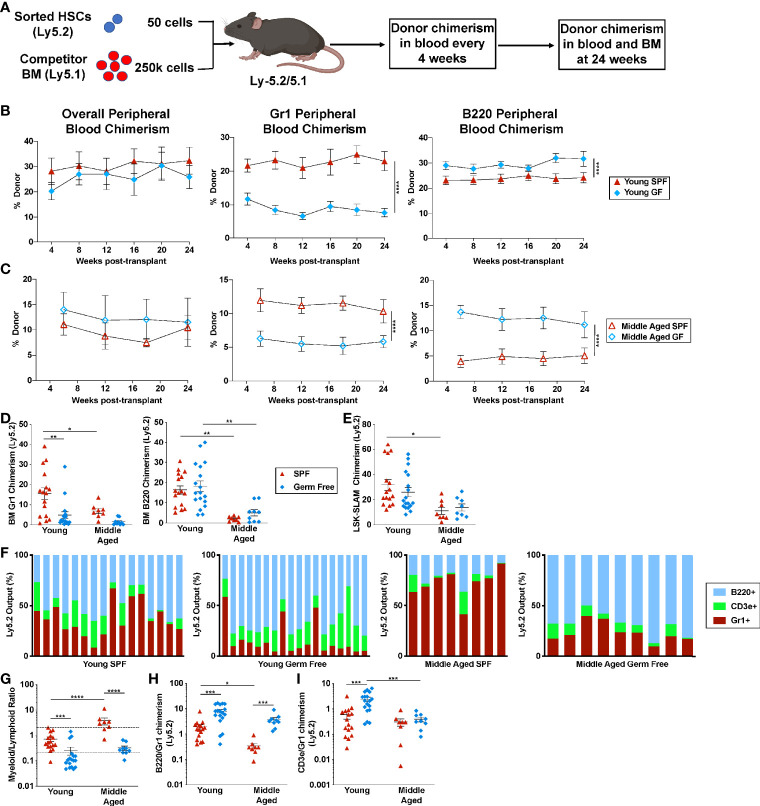
Microbiota signals suppress the lymphoid potential of aged HSCs. **(A)** Experimental schema. Created with BioRender.com. **(B)** Fifty sorted LSK-SLAM cells from the indicated donors were transplanted into irradiated wildtype SPF mice and donor peripheral blood chimerism assessed every four to six weeks. Shown is donor (Ly5.2) contribution to total leukocytes, granulocytes and B cells in recipients of transplanted young HSCs **(B)** or aged HSCs **(C)**. **(D, E)** Donor chimerism in bone marrow Gr-1^+^ cells and B220^+^ cells **(D)** or LSK-SLAM cells **(E)** harvested 24 weeks after transplantation. **(F)** Shown is the contribution of each lineage to the total donor cell pool; each bar indicates an individual recipient. **(G)** Quotient of donor bone marrow myeloid cells (Gr1^+^) cells to lymphoid (CD3e^+^ plus B220^+^) cells for each recipient. Myeloid-biased mice had a ratio > 2, lineage balanced were between 0.25 and 2, and lymphoid-biased mice had a ratio <0.25. **(H, I)** Ratio of donor bone marrow B220^+^ to Gr1^+^ chimerism **(H)** or donor bone marrow CD3e^+^ to Gr1^+^ chimerism (**I**). Data represent the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak’s multiple comparisons test.

To begin to explore mechanisms by which microbiota signals regulate HSC lineage bias, gene expression profiling was performed on sorted LSK-SLAM cells from aged SPF and aged GF mice. 

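LSK-SLAM cells are bone marrow cells that lack lineage markers and CD48 and carry Sca1, cKit and CD150, a population enriched for HSCs. The profiling covers 3 aged SPF and 3 aged GF mice, with the cells of 1 mouse on each array and no pooling. The methods give an age of 10 to 12 months for aged mice, and the sample labels give 12 months for all 6. The paper's discussion gives its SPF mice an age range that reaches above 12 months. The small amount of RNA from each mouse was amplified with the WTA2 kit, labeled with a single dye by Kreatech ULS chemistry and hybridized to an Agilent SurePrint G3 Mouse GE 8x60K array. Each array has 62976 features, of which 59305 are spots for transcripts, carrying 56605 different probes of 60 bases for 37074 gene names. The authors deposited the scanner output, in which each spot has a red intensity and a local background intensity read by the Feature Extraction software, with no normalization between arrays.
By that software's own call, 46652 to 49748 spots were well above background in aged SPF mice (median 47220) and 43853 to 47341 in aged GF mice (median 45052). The median spot intensity was 14.6 to 21.4 times the median background intensity, highest for SPF replicate 2 and lowest for GF replicate 3. No spot was saturated, and the 66 to 185 spots per array that the software marked as outliers were left out. The arrays came from 3 slides: slide 1 held SPF replicate 1 and GF replicates 1 and 3, slide 3 held SPF replicate 3 and GF replicate 2, and slide 2 held SPF replicate 2 alone, so that slide and that mouse cannot be told apart. SPF replicate 2 also lay farthest from the rest on the first principal component (39.4% of the variance), at −91.6 against −7.01 to 53.5 for the other 5 arrays. Its mean correlation with the other arrays across probes was 0.942, against 0.954 to 0.970 for the others.
The intensities were background adjusted, quantile normalized and tested with limma, as in the supplementary methods. Those methods do not name the form of background adjustment, and limma's normexp with an offset of 16 was used here. The spots of one probe were averaged, probes were filtered on expression and coefficient of variation, and each gene was represented by its brightest probe. Quantile normalization gives all arrays one distribution of intensities, so a change shared by most transcripts is removed and each difference is relative to the other genes on the array. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.30. In data simulated for this comparison over the same genes, the test recovered 10% of genes changed by 1 on the log2 scale, 66% of those changed by 2, 94% of those changed by 3 and 98% of those changed by 4. A single value compared between 3 mice and 3 mice cannot reach an exact permutation p below 0.10.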

A list of differentially expressed genes is provided in **Supplementary Table 1**. 

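Of 35848 genes tested in aged GF against aged SPF HSCs (3 arrays each), 0 reached an adjusted p under 0.05 with limma and Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.798. At an unadjusted p under 0.05 from the same test, 2194 genes differed, 884 of them higher and 1310 lower in aged GF HSCs, where chance alone would give 1792. At the limits of Supplementary Table 1, a fold change of at least 2 and a p under 0.01, 81 genes were higher and 147 lower by unadjusted p, and 0 by adjusted p. All 3 aged GF arrays lay beyond all 3 aged SPF arrays for 4006 genes, 11.2% of those tested, where chance gives 10%. The alternative that moved these counts most was leaving out SPF replicate 1, which gave 502 lower genes at the unadjusted limits, while leaving out GF replicate 2 gave 243 higher genes. With the slide as a fixed block, 46 genes were higher and 149 lower at the unadjusted limits, and 1519 genes had an unadjusted p under 0.05. Of the genes at an unadjusted p under 0.05, 40.3% were higher in aged GF HSCs. With the background-subtracted signal of the scanner software it was 49.3% after quantile normalization and 26.5% after scaling each array to its 75th percentile.
Supplementary Table 1 lists 162 genes, by the paper's count 83 higher and 79 lower in aged GF HSCs, and all 162 were found on the arrays. In the same test without the filter, 161 of them changed in the listed direction, and their log2 fold changes correlated with the listed ones across genes (Pearson r 0.945; genes are not independent replicates). Their median absolute log2 fold change was 0.96 here, against 1.26 from the paper's listed values. By unadjusted p, 151 were under 0.05 and 41 met the limits of the table. None had an adjusted p under 0.05 over all genes, and 148 had one when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The gene with the opposite sign was Pigh, singled out after its values were seen: it has 2 probes, and its brightest probe had a log2 fold change of −0.75 where the paper's value is 1.20, while the brightest probe that passes the filter had 1.02.

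**Figure D1:**
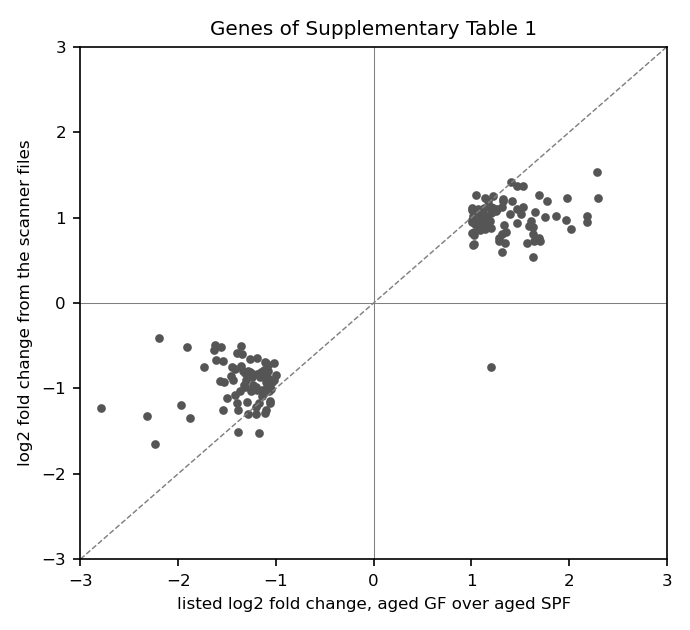
Log2 fold change (aged GF over aged SPF HSCs) of the 162 genes of Supplementary Table 1. The horizontal axis gives the value listed in the paper, the vertical axis the value computed from the scanner intensities with the brightest probe of each gene, and the dashed line marks equal values. Points on the same side of 0 on both axes are the 161 genes with the listed direction, and the remaining point is Pigh.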

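With no gene past the adjusted threshold, the genes with the largest fold changes were taken from those at an unadjusted p under 0.01 whose 3 aged GF arrays all lay beyond the 3 aged SPF arrays. For each of these 10 genes the limma adjusted p was 0.798, and the exact permutation p was 0.10 (two-sided), the smallest that 3 mice against 3 allow. In this fit Cant1 had the largest increase, a log2 fold change of 1.53 (standard error 0.41). Its normalized intensity went from 746 ± 177 (SD, n = 3) in aged SPF to 2431 ± 1544 (SD, n = 3) in aged GF HSCs. Scamp5 went from 338 ± 105 to 986 ± 345 (1.52, standard error 0.34), but was well above background on only 1 of the 3 aged SPF arrays. Dhrs3 went from 8418.5 ± 5168 to 19722 ± 1785 (1.42, standard error 0.40). An unnamed transcript measured by a probe on chromosome 12 from 115500995 to 115501054 (mm9, the build of the array's annotation) went from 575.5 ± 195 to 1612 ± 978 (1.39, standard error 0.41). H2-Aa, the alpha chain of the MHC class II molecule I-A, with its probe on chromosome 17 from 34421285 to 34421344, went from 17769 ± 5570 to 44728 ± 6020 (1.37, standard error 0.30). With each replicate left out in turn, the log2 fold change stayed between 1.05 and 1.99 for Cant1, 1.34 and 1.85 for Scamp5, 0.94 and 1.87 for Dhrs3, 0.94 and 1.71 for the unnamed transcript, and 1.12 and 1.58 for H2-Aa. Over all alternatives the range was wider for Cant1 (1.05 to 2.33), Scamp5 (0.69 to 4.01) and the unnamed transcript (0.94 to 2.66). For Dhrs3 and H2-Aa it was the same. The order of Cant1 and Scamp5 therefore depends on the processing.
Among the decreases, Tuba3b fell from 1493 ± 787 (SD, n = 3) in aged SPF to 323 ± 65.5 in aged GF HSCs, a log2 fold change of −2.04 (standard error 0.42). Ablim3 fell from 3175 ± 2133 to 717 ± 160 (−1.96, standard error 0.41), and was well above background on all 6 arrays. Btn2a2 fell from 1468 ± 479 to 460 ± 308 (−1.87, standard error 0.47), but was well above background on only 1 of the 3 aged GF arrays, so the size of its decrease is uncertain. It stayed between −2.38 and −1.30 on that probe with each replicate left out in turn. In 3 of those fits the filter and the brightness rule put another probe of Btn2a2 in its place, which gave −0.18, −0.083 and 0.52, a comparison of probes made after these values were seen. 4930449I24Rik fell from 625 ± 177 to 192 ± 142 (−2.01, standard error 0.53), and Gm38586 fell from 1467 ± 564 to 404 ± 104 (−1.83, standard error 0.32). Tuba3b, 4930449I24Rik and Gm38586 were not well above background on any aged GF array, so their decrease has at most a bound. Against the highest normalized intensity not called well above background on each aged GF array (504 to 645), a limit chosen after the values were seen, Tuba3b and Gm38586 were at least 2.28-fold and 2.45-fold lower. No bound is given for 4930449I24Rik, which was well above background on only 2 of the 3 aged SPF arrays. With each replicate left out in turn, Tuba3b stayed between −2.61 and −1.67, Ablim3 between −2.37 and −1.45, 4930449I24Rik between −2.59 and −1.31 and Gm38586 between −2.06 and −1.53.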

Consistent with our lineage-output transplantation data, aged GF HSCs had a gene expression signature enriched for non-myeloid biased HSCs (**Figure 6A** and **Supplementary Figure 5**) (41). 

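The published list of genes of non-myeloid biased LSK-SLAM cells used in Figure 6A was not analysed here. In its place, marker lists were scored by gene set enrichment of aged GF against aged SPF HSCs. The lists were fixed before the array files were examined, but with the paper's results known. Genes were ranked by signal-to-noise, with a false discovery rate (FDR) by Benjamini-Hochberg over 23 lists. Markers of myeloid-biased HSCs (13 genes, among them Slamf1, Itgb3, Vwf, Selp and Itga2b) had a normalized enrichment score of 0.763 (FDR 0.784) and a median log2 fold change of 0.012. Markers of lymphoid priming (15 genes, among them Flt3, Il7r, Dntt, Rag1 and Satb1) had a score of −1.11 (FDR 0.521) and a median log2 fold change of −0.097. Neither list passed an FDR of 0.1, and both changed sign without SPF replicate 2, to −1.37 and 0.670. These short lists include Slamf1 and Cd48, which encode CD150 and CD48, markers that the sort itself fixed. They therefore cannot decide on the signature of Figure 6A. Scaling to the 75th percentile gave 1.51 for the myeloid-biased markers (FDR 0.0885), past the threshold, and 0.796 for the lymphoid markers. Markers of HSC identity (16 genes, among them Procr, Hlf, Mecom and Fgd5) scored 1.65 (FDR 0.0529), but −0.465 without SPF replicate 2 and −0.86 with the slide as a fixed block.
Of the genes that encode the surface markers used for sorting and gating, Ly6a (Sca1) rose from a normalized intensity of 7771 ± 1577 (SD, n = 3) in aged SPF to 11044 ± 1484 (SD, n = 3) in aged GF HSCs, with no overlap between the groups. Its log2 fold change was 0.52 (standard error 0.28, limma adjusted p 0.800), and leaving out each replicate in turn kept it between 0.35 and 0.66. For the other markers the groups overlapped. Slamf1 (CD150) changed by 0.36 (standard error 0.29) and Cd48 by −0.51 (standard error 0.35) on the log2 scale, both within the spread between mice. Kit (0.040), Cd34 (0.053), Flt3 (0.16) and Il7r (−0.097) changed by less than their standard errors of 0.26, 0.30, 0.31 and 0.30, and each changed sign under at least 1 alternative processing.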

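Lists of genes fixed by their names were scored over 36926 genes with a normalized intensity above 100 in at least 1 group, by signal-to-noise ranking, which the supplementary methods do not name, and with 1000 gene set permutations, as they state. The 57 genes named for TNF receptors and adaptors and for NF-κB and its regulators (such as Tnfaip, Tnfrsf, Traf, Nfkb and Rel genes) had a normalized enrichment score of 1.71 (FDR 0.00723) in aged GF against aged SPF HSCs. Their median log2 fold change was 0.098, with 40 genes higher and 17 lower, and it exceeded 98.3% of 10000 random lists of the same size matched on intensity. Only 3 of the 57 had an unadjusted p under 0.05, and 0 an adjusted p under 0.05 with limma, whether over all genes or adjusted over the list alone. The list's median deviation from the mean of the 6 arrays was 0.052, 0.058 and 0.112 in the aged GF mice, just above 0.042 in SPF replicate 1 and above −0.004 and −0.355 in SPF replicates 3 and 2. Without SPF replicate 2 the score was 1.45 (FDR 0.114), no longer past an FDR of 0.1, and with the slide as a fixed block it was 1.502 (FDR 0.0610).
The 56 genes named as interferon-induced or interferon-responsive (such as Ifit, Ifitm, Oas, Gbp, Isg and Irf7) had a score of 1.83 (FDR 0.00723) and a median log2 fold change of 0.17, with 35 higher and 21 lower. Of these, 5 had an unadjusted p under 0.05, and 0 an adjusted p under 0.05 with limma over all genes or adjusted over the list alone. The aged GF arrays, at medians of −0.07 to 0.161, overlapped the aged SPF arrays at −0.125 to −0.011. The score was 1.20 (FDR 0.300) without GF replicate 2 and 1.54 (FDR 0.0512) with the slide as a fixed block. The Hallmark and KEGG sets were not analysed here. Of the Reactome sets, Interferon gamma signaling (105 genes) scored 1.72 and Interferon Signaling (149 genes) 1.58, both at an FDR of 0.0147. Activation of NF-kappaB in B cells (64 genes) scored 2.00 at the same FDR, and Interferon alpha beta signaling (26 genes) scored 0.787 (FDR 0.891). These calls are not particular to inflammatory sets: 238 of the 533 Reactome sets were called higher. Without SPF replicate 2, 0 were called with 1000 permutations. Gene set permutation treats genes as independent, and 2 tests that do not were run on the same lists. Of the lists called by GSEA, only MHC class II was called by fry (FDR 0.0976), and 0 by camera with the correlation between genes estimated, where with a preset correlation of 0.01 camera called 8 lists higher and 4 lower.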

Surprisingly, gene set enrichment analysis showed that GF HSCs were enriched for expression signatures related to inflammatory signaling, including tumor necrosis factor (TNF) and interferon (IFN) signaling (**Figure 6B**). This prompted us to measure the circulating level of 40 different inflammatory cytokines, chemokines, or acute phase proteins, including TNFα, interleukin-1β, and IFN gamma. Only five of these inflammatory mediators were detected above background (**Figure 6C**). Increased expression of C5, CXCL13, soluble ICAM, and M-CSF was observed in the serum of SPF mice with aging, with a similar increase seen in aged GF mice. Together, these data suggest the microbiota signals are not major drivers of increased systemic inflammatory cytokine/chemokine expression or inflammatory signaling in HSCs.

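In the sorted HSCs themselves, transcripts of the cytokines named for the serum assay were compared between the groups. Tnf had a normalized intensity of 3812 ± 1269 (SD, n = 3) in aged SPF and 3971 ± 850 (SD, n = 3) in aged GF HSCs, a log2 fold change of 0.084 (standard error 0.31, limma adjusted p 0.963). Il1b had 1109 ± 225 and 1169 ± 12.3, a log2 fold change of 0.098 (standard error 0.27, limma adjusted p 0.953). Both were well above background on all 6 arrays, and both changed sign under scaling to the 75th percentile, to −0.056 and −0.10. Ifng had 593 ± 169 in aged SPF HSCs and was well above background on 2 of the 3 aged SPF arrays and on no aged GF array, so no fold is given. Its limma adjusted p was 0.798, and the aged SPF and aged GF arrays overlapped. From the TNF and interferon signatures that were enriched in aged GF HSCs (Figure 6B) and the serum mediators that rose with age alike in both kinds of mice (Figure 6C), the paper proposes that signals from the microbiota do not play a major part in driving systemic inflammation or inflammatory signaling in HSCs with age. It sets the enrichment of the non-myeloid biased signature in aged GF HSCs (Figure 6A) beside their lineage output after transplantation (Figure 5).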

**Figure 6:**
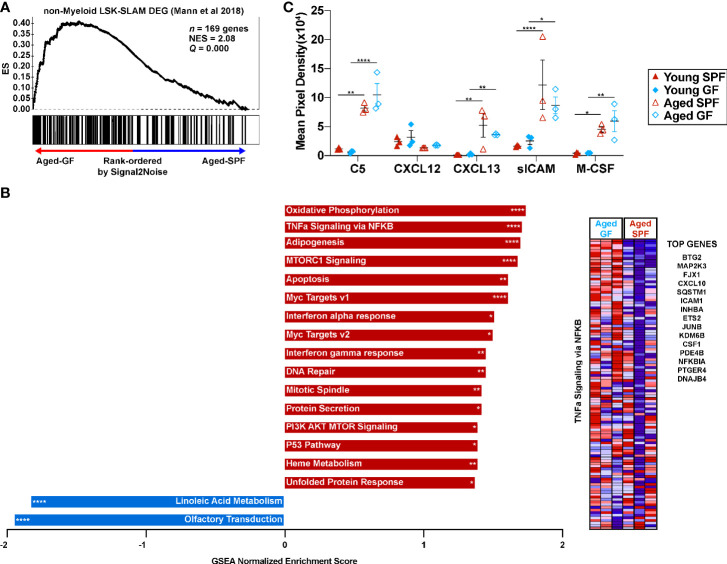
Microbiota signals enhance the myeloid gene signature of HSCs with age but are not required for expression of inflammatory mediators in the blood. **(A)** Gene set enrichment analysis for genes consistent with non-myeloid biased LSK-SLAM cells. **(B)** Significantly enriched gene sets from the Hallmark, KEGG, and Reactome gene sets (adjusted FDR< 0.1, nominal p-value<0.05). Red bars represent gene sets upregulated in aged GF HSCs and blue bars gene sets upregulated in aged SPF HSCs. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by GSEA. Heatmap of the TNFa signaling *via* NFKB gene set with a list of the top 15 differentially expressed genes between aged GF and aged SPF. **(C)** Quantification of arrays that interrogate inflammatory cytokines/chemokines hybridized with serum. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ****P < 0.0001 by two-way ANOVA with alpha = 0.05 and Sidak’s multiple comparisons test.

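Of the sets on the aged SPF side, the one for olfactory transduction consists largely of odorant receptor genes. On the arrays, 1080 olfactory receptor genes, taken by their Olfr names, had a normalized enrichment score of −1.86 (FDR 0.00723), and their median log2 fold change of aged GF over aged SPF HSCs was −0.16, with 361 higher and 719 lower. Each change is small against the spread between mice: 55 of the 1080 had an unadjusted p under 0.05, about the share that chance gives, and 0 an adjusted p under 0.05 with limma, over all genes or adjusted over the list alone. The median intensity of these genes was 492 to 559 per array, so many of them were measured near background. The score was −1.36 without SPF replicate 2 and −1.28 with the slide as a fixed block, both still past an FDR of 0.1. The 46 genes of the cytochrome P450 2 family, which includes enzymes of linoleic acid metabolism, scored −1.45 (FDR 0.0882) with a median log2 fold change of −0.14, and −0.957 (FDR 0.728) with the slide as a fixed block.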

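The heatmap's 15 top genes were read from the arrays one by one. In the scanner files 12 of the 15 were higher and 3 lower in aged GF HSCs, with a median log2 fold change of 0.62 and a range from −0.58 to 1.19. For 8 of them, all 3 aged GF arrays lay above all 3 aged SPF arrays, where chance gives 10% in both directions together (exact permutation p 0.10 for each, the smallest possible with 3 mice against 3). By unadjusted p, 8 were under 0.05 with limma, 0 had an adjusted p under 0.05 over all genes, and 5 had one when adjusted over the list alone (smallest 0.0312), which is not independent evidence because the study chose these genes on these samples. Cxcl10 had the largest change, from a normalized intensity of 773 ± 227 (SD, n = 3) in aged SPF to 1766 ± 530 (SD, n = 3) in aged GF HSCs, a log2 fold change of 1.19 (standard error 0.31). Over all alternatives Cxcl10 ranged from 0.665 to 2.046. With the background-subtracted signal and quantile normalization, this probe gave 2.046 and the other Cxcl10 probe −0.111. The other probes of Btg2 (2.857) and Csf1 (1.762) rose with that signal. Csf1, which encodes M-CSF, went from 3179 ± 1710 to 6192 ± 1659 (1.05, standard error 0.37), with SPF replicate 1 inside the range of the aged GF mice. Inhba went from 531 ± 119 to 1061 ± 363 (0.97, standard error 0.32) and Btg2 from 596 ± 65.1 to 1170 ± 260 (0.96, standard error 0.27). The log2 fold changes of Fjx1 (0.81), Kdm6b (0.78), Icam1 (0.64) and Ets2 (0.62) also exceeded 2 times their standard errors, while those of Nfkbia (0.48), Pde4b (0.46), Dnajb4 (0.43) and Map2k3 (0.21) did not. Junb (−0.58), Sqstm1 (−0.18) and Ptger4 (−0.080) were lower in aged GF HSCs on their brightest probe. With the mean of all probes of a gene, Junb was at 0.40, Ptger4 at 0.40 and Dnajb4 at −0.12.

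**Figure D2:**
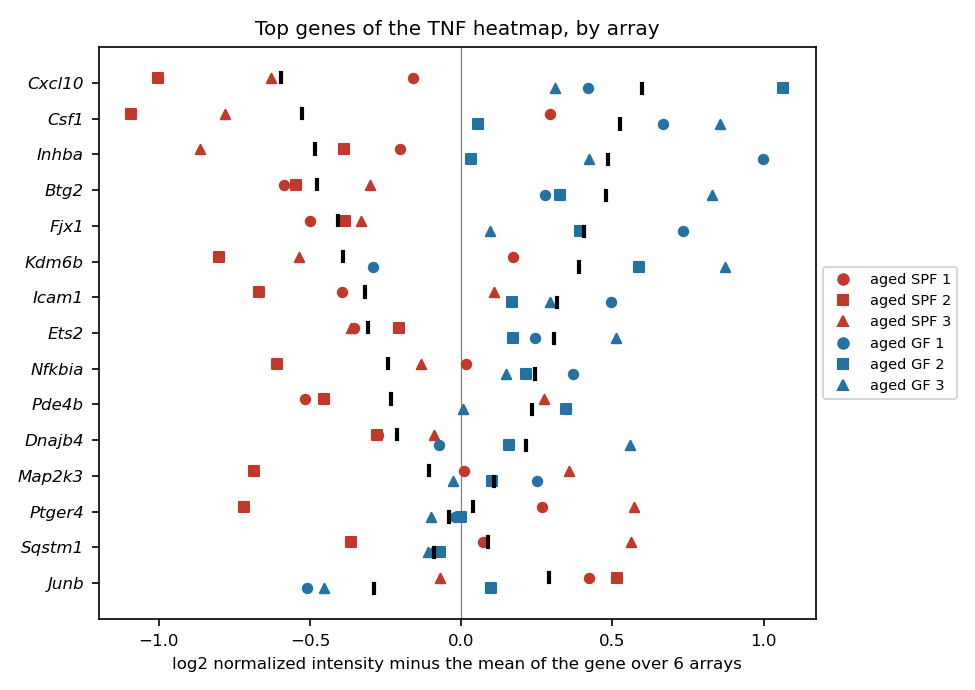
Top genes of the TNF heatmap on each array. The horizontal axis gives the log2 normalized intensity minus the gene's mean over the 6 arrays, with aged SPF mice in red and aged GF mice in blue, the replicate shown by the symbol and the group means by black bars. Genes are ordered by log2 fold change, from Cxcl10 (1.19) at the top to Junb (−0.58) at the bottom.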

## Discussion

Prior studies suggest that aging impacts B lymphopoiesis at multiple stages of development. First, HSCs become myeloid-based with aging (1, 3, 4, 12). Second, Young et al. provided evidence that the lymphoid potential of MMP4/LMPP decreases with aging (9). Finally, several studies have shown that there is a loss of early B-cell committed progenitors (6–9). Our data are consistent with these observations, although most prior studies have reported a decrease in CLPs in aged (18-24 month old) mice. This discrepancy may be due to the younger age (12-14 month) of SPF mice analyzed in our study. Indeed, Young et al. showed that CLPs progressively decline with age and are within normal limits in 12 month old mice (9). Our data suggest the microbiota signals contribute to the suppression of B lymphopoiesis with aging primarily by regulating the production and/or maintenance of committed B cell progenitors, although molecular mechanisms are unclear. Of note, prior studies suggest that reduced interleukin-7 responsiveness (6), or increased senescence (7) or TNFα-induced apoptosis (22) may contribute to the loss of B cell precursors with aging. Whether any of these mechanisms are dependent on microbiota will require further study.

Our data suggest that microbiota signals play an important role in determining the lineage bias of HSCs.

Consistent with prior studies (1–4), we show that aging is associated with an expansion of phenotypic HSCs with reduced repopulating activity in mice. Despite the decrease in repopulating activity on a per cell basis, the large increase in phenotypic HSCs with aging compensates for this loss. Indeed, limiting dilution studies using total bone marrow cells show that the number of long-term repopulating HSCs is actually increased in aged mice (4). This is consistent with recent single cell RNA sequencing studies suggesting that there is marked expansion of myeloid-restricted HSCs, along with a moderate expansion of multipotent HSCs (41, 42). Interestingly, the number of phenotypic and functional HSCs increases to a similar degree with aging in GF mice, suggesting that microbiome signals do not contribute to this phenotype. A consistent finding in many studies, including our own, is an increase in myeloid-biased HSCs with aging (1, 3, 4, 10–12). Our transplantation studies show that the lymphoid lineage output of young GF HSCs is increased compared with SPF HSCs. With aging, although there is some shift towards increased myeloid cell production, lymphoid cell production, particularly B lineage cell production, remains high in GF HSCs. Consistent with this conclusion, a recent paper showed that aged GF mice maintain HSCs with balanced lympho-myeloid lineage output upon transplantation (43). There are some caveats to the transplantation studies, including the use of irradiation in recipient mice which induces transient systemic inflammation (44, 45) and the short-term treatment of recipients with antibiotics, which may alter the microbiota. Although these factors were controlled for in our experimental approach, the data suggest that microbiota result in, as yet undefined, epigenetic changes in HSCs that contribute to lineage specification.

The mechanisms regulating lineage bias of HSCs is not well understood. Numerous prior studies comparing young to aged HSCs have identified alterations in the epigenome, metabolism, cell polarity, and proteostasis (reviewed in Mejia-Ramirez et al.) (46). Reactive oxygen species (ROS) levels increase in aged HSCs and correlate with myeloid lineage skewing and reduced long-term repopulating activity (47). 

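The genes of the respiratory chain and ATP synthase, taken by name (Nduf, Sdh, Uqcr, Cox, Cyc1, Cycs and Atp5 genes, 84 in all), had a normalized enrichment score of 2.38 (FDR 0.00723) in aged GF against aged SPF HSCs. Of the 84, 72 were higher and 12 lower, with a median log2 fold change of 0.21, above the medians of all 10000 random lists of the same size and intensity. The shift is small for any single gene: 3 had an unadjusted p under 0.05, and 0 an adjusted p under 0.05 with limma, over all genes or adjusted over the list alone. The list's median deviation from the mean of the 6 arrays was 0.174, 0.047 and 0.027 in GF replicates 1, 2 and 3, against −0.087, −0.404 and 0.202 in SPF replicates 1, 2 and 3, so the groups overlapped. Without SPF replicate 2 the score was 1.36 (FDR 0.114), and with the slide as a fixed block 1.40 (FDR 0.110), neither past an FDR of 0.1. Scaling the background-subtracted signal to the 75th percentile gave 3.37.
Related families moved the same way, each at an FDR of 0.00723. The 77 genes of the mitochondrial ribosome scored 2.79 with a median log2 fold change of 0.26, and remained past the threshold without SPF replicate 2 (1.74, FDR 0.0126) and with the slide as a fixed block (1.78, FDR 0.0206). The proteasome (39 genes) scored 2.27, 1.46 without SPF replicate 2 (FDR 0.114) and 1.73 with the slide as a block (FDR 0.0146). The cytosolic ribosome (83 genes) scored 2.39, and 1.30 (FDR 0.143) and 0.936 (FDR 0.728) in the same fits. No family called here changed direction under another background adjustment or normalization. Among the Reactome sets, the citric acid cycle and respiratory electron transport (132 genes) scored 2.72, respiratory electron transport alone (74 genes) 2.54 and mitochondrial translation (87 genes) 2.50.

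**Figure D3:**
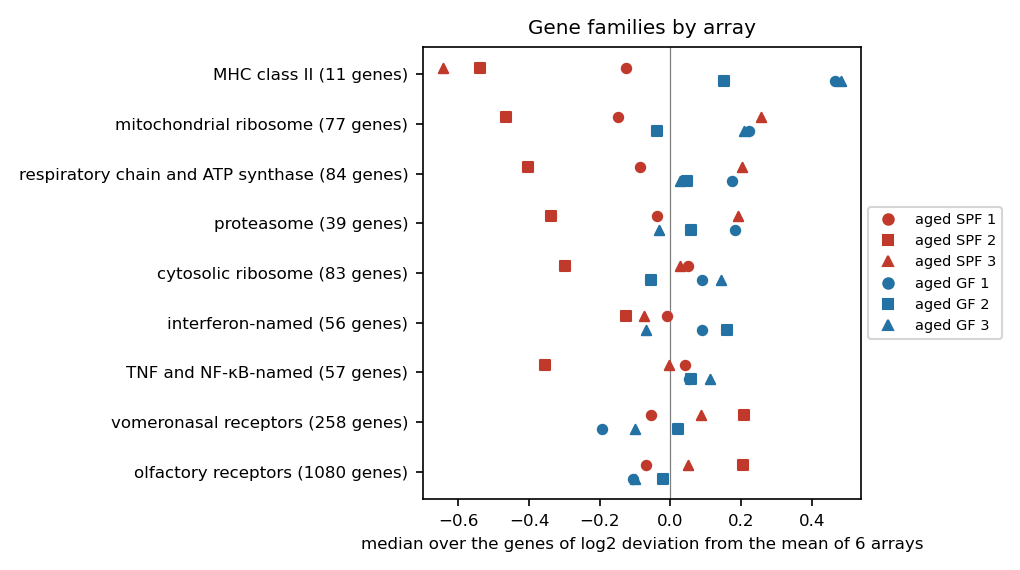
Median log2 deviation of 9 gene families from the mean of the 6 arrays, one symbol per array, with aged SPF mice in red, aged GF mice in blue and the replicate shown by the symbol. In the respiratory chain and mitochondrial ribosome families, SPF replicate 2 lies lowest (−0.404 and −0.466) and SPF replicate 3 lies among or above the aged GF mice (0.202 and 0.256).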

Although we did not measure ROS, our RNA expression profiling suggest that aged GF HSCs are more metabolically active, with increased oxidative phosphorylation compared to aged SPF HSCs. There is considerable interest in the role of inflammation in HSC aging. Chronic stimulation with certain inflammatory cytokines or TLR ligands results in an HSC aging phenotype, with a loss of HSC repopulating and enhanced myeloid differentiation (21, 24, 25). Moreover, He et al. recently provided evidence that elevated TNFα signaling, by increasing IL27RA expression in HSCs, contributes to their biased myeloid differentiation (23). Most recently, Kovtonyuk et al. provided compelling data suggesting that interleukin-1 contributes to the increase in myeloid biased HSC with aging. Of note, they showed that blocking interleukin-1 signaling or suppression of gut microbiota with oral antibiotics was able to partially revert the myeloid-biased HSC aging phenotype. Surprisingly, our RNA expression profiling data suggest that inflammatory signaling (including TNFα and interferon) is increased in aged GF HSCs compared to SPF HSCs. However, the relationship between the microbiota and inflammation is likely to be complex and further study of the mechanisms by which microbiota and inflammatory signaling regulate HSC lineage output is needed.

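Il27ra, the receptor gene whose expression in HSCs the paper, citing others, places under TNFα signaling, had a normalized intensity of 42898 ± 24062 (SD, n = 3) in aged SPF and 34155 ± 6944 (SD, n = 3) in aged GF HSCs, a log2 fold change of −0.21 (standard error 0.36, limma adjusted p 0.918). The SPF spread comes mainly from SPF replicate 2, at 70463 against 26093 and 32138 for SPF replicates 1 and 3. Without SPF replicate 2 the groups differed by 0.22, and with the slide as a fixed block by 0.28, so the sign depends on that array. No difference in Il27ra was detectable with 3 mice per group.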

In summary, these data show that microbiota signals contribute to hematopoietic aging and HSC lineage specification. The nature of the signals remains an open and important question, whose answer will provide important new insights into the regulation of hematopoiesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by Washington University in St. Louis Institutional Animal Care and Use Committee.

## Author Contributions

DL and LS conceived and jointly supervised the study. JK, LS, and DL designed the experiments. JK, DM, and LS performed the experiments. JK and DL wrote the manuscript. JK and FG performed statistical analyses. All authors contributed to the article and approved the submitted version.

## Funding

The Siteman Cancer Center is supported in part by an NCI Cancer Center Support Grant #P30 CA091842. This study was supported by the National Institutes of Health grants R01HL131655 (DL), R01HL134896 (LS) and F31CA247136 (JRK), and the Children’s Discovery Institute of Washington University and St. Louis Children’s Hospital (LS).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Microbiota Signals Suppress B Lymphopoiesis With Aging in Mice
**Source:** Front Immunol. 2021 Oct 19;12:767267. doi: 10.3389/fimmu.2021.767267
**Supplement:** Supplementary file 1

## SUPPLEMENTAL MATERIALS AND METHODS

### Mice and Animal Housing

All mouse experiments were performed using Washington University Animal Studies Committee approved protocols. Germ-free C57BL/6J mice were housed in the sterile environment of plastic flexible film isolators (Class Biologically Clean Ltd., Madison, WI), as described previously.<sup>1</sup> Manipulations are carried out within the sterile workspace using neoprene gloves directly attached to the bag by metal compression rings. A double-door port is located in the wall of the isolator opposite the gloves. This port is used to bring supplies into the isolator. Air is supplied to each isolator by a dedicated blower attached to a filter by a flexible vinyl hose. Air exits the isolator through an identical filter assembly. Air pressure within the isolator is kept slightly above atmospheric, so that the isolator remains inflated and immediate entrance of airborne contaminants is prevented in the case of accidental puncture. Sterile supplies, such as autoclaved food, water, and bedding, are brought into the isolator through the side port. Since germ-free mice lack nutrients synthesized by gut microbes (e.g. vitamin K), mice were maintained on an enriched rodent diet (BeeKay autoclavable rodent diet; B&K Universal).

Routine monitoring of isolators for the presence of bacteria and fungi is imperative when maintaining a germ-free colony. Animal feces were monitored on a weekly basis for microbial contamination. In addition, the inside surfaces of the isolator were swabbed and cultured. All samples were cultured aerobically and anaerobically in three different media: nutrient broth (a general-purpose medium for cultivating microorganisms with non-exacting nutritional requirements), brain/heart infusion broth (allows cultivation of a wide variety of fastidious microorganisms), and Sabouraud Dextrose Broth (supports growth of yeasts, molds, and aciduric microorganisms). All three media are available from BD Difco. Anaerobic incubations are done at 37°C in GasPak jars (Fisher) with activated GasPak Hydrogen + CO<sub>2</sub> envelopes (Fisher). Aerobic incubations are done at 37°C and 42°C.

Specific pathogen-free mice were maintained under standard pathogen-free conditions and include C57BL/6 (Ly45.2 wild-type) and B6.SJL-*Ptprc<sup>a</sup> Pepc<sup>b</sup>*/BoyJ (Ly45.1 wild-type) mice which were obtained from The Jackson Laboratory (Bar Harbor, ME). Mice were crossed in-house to generate Ly5.2/Ly5.1 expressing mice on a C57BL/6 background. All experiments were done using young 6-8-week-old mice and aged 10-12-month-old mice. Transplant donor and support/competitor mice were age and sex matched. Recipient mice were 6-8 weeks old.

### Flow cytometry and cell sorting

Peripheral blood, bone marrow, and spleen mononuclear cell (MNC) preparations were red blood cells lysed. The resulting cell suspension was filtered through CellTrics 70µm nylon filters (Sysmex, Goerlitz, Germany) to generate single cell suspensions. Mononuclear cells (MNCs) were counted using trypan blue (Thermo Fisher, Waltham, MA) and a Cellometer Auto T4 Bright Field Cell Counter (Nexcelom, Lawrence, MA). Complete blood counts were obtained using the HV950 hemavet (Drew Scientific, Miami Lakes, FL). MNCs were incubated with target antibodies at 4°C for 30 minutes in phosphate buffered saline (PBS) containing 1mM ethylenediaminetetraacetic acid (EDTA) and 0.2% (weight/volume) bovine serum albumin (BSA). All antibodies were obtained from BioLegend (San Diego, CA). Data were acquired using a FACS Aria III flow cytometer (BD biosciences, San Jose, CA) and analyzed using FlowJo™ v10.6.1 software (BD biosciences). LSK-SLAM cells were sorted using a Sony iCyt Synergy SY3200 (Synergy) cell sorter (Sony, San Jose, CA).

The hematopoietic stem/progenitor cell (HSPC) panel included PE-Cy7-conjugated anti-CD117 (2B8); PerCP-Cy5.5-conjugated anti-Ly-6A/E; PE-conjugated anti-CD150 (TC15-12F12.2) BV421-conjugated anti-CD48 (HM48-1); APC-conjugated anti-CD16/32 (2.4G2); FITC-conjugated anti-CD34 (RAM34); and BV711-conjugated anti-CD135 (A2F10.1) and the following APC-Cy7-conjugated antibodies: anti-CD3e (145-2C11), anti-B220 (RA3-6B2), anti-Gr1 (RB6-8C5), anti-Ter119 (TER-119), anti-CD11b (M1/70), and anti-NK1.1 (PK136). The B progenitor panel included FITC-conjugated anti-Ly6D (49-H4), PE-conjugated anti-CD43 (S11), PE-Cy7-conjugated anti-CD19 (6D5), APC-conjugated anti-IgM (RMM1), BV421-conjugated anti-B220 (RA3-6B2), PerCP-Cy5.5-conjugated anti-IgD (11-26c.2a), and the following APC-Cy7-conjugated antibodies: anti-CD11c (N418), anti-CD3e (145-2C11), and anti-NK1.1 (PK136). The common lymphoid progenitor panel included BV421-conjugated anti-IL7R $\alpha$  (A7R34), PerCP-Cy5.5-conjugated anti-CD27 (LG.3A10), APC-conjugated anti-CD135 (A2F10), FITC-conjugated anti-Ly6D (49-H4), and the following APC-Cy7-conjugated antibodies: anti-CD3e (145-2C11), anti-B220 (RA3-6B2), anti-Gr1 (RB6-8C5), anti-Ter119 (TER-119), anti-CD11b (M1/70), anti-CD11c (N418), and anti-NK1.1 (PK136). Antibodies were obtained from BioLegend or BD Biosciences.

## RNA expression profiling

RNA was purified from sorted KSL-SLAM cells using the Qiagen RNeasy Micro Kit (74004, Qiagen). Following amplification of RNA using the WTA2 kit (Sigma Aldrich, St. Louis, MO), libraries were generated using the Kreatech ULS RNA labeling kit (Leica Biosystems, Wetzlar, Germany) and hybridized to the Agilent SurePrint G3 Mouse GE microarray (Santa Clara, CA), containing 62,976 probes for 24,241 annotated genes. Raw images were first passed-through quality control tools from the Bioconductor package of R<sup>2</sup>. Array intensity data were then background adjusted, and quantile normalized<sup>3</sup>. To test for differential expression, the linear models for Microarray data (limma) package was used<sup>4</sup>. Features were filtered based on normalized expression >100 within all groups and coefficient of variation  $\leq 75$  within all groups. 

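On the 6 arrays, 56071 of the probes had a mean normalized intensity above 100 in both groups, and 54354 of those also had a coefficient of variation of at most 75% in both groups. On 5 of the 6 arrays the dimmest spot called well above background had a normalized intensity of 339 to 470, and on GF replicate 3 of 81.2, so the expression filter also kept probes that these calls leave out. A filter on spots well above background on all 3 arrays of at least 1 group left 28704 genes in place of 35848. Under it, 55 genes were higher and 75 lower at the limits of Supplementary Table 1 by unadjusted p.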

Gene set enrichment analysis was performed using the GSEA v4.0.3 software. Enrichment score (ES) and False discovery rate (FDR) value were applied to filter pathways enriched after gene set permutations were performed 1000 times for the analysis.

## **Supplementary References**

1. Hooper LV, Mills, J.C., Roth, K.A., Stappenbeck, T.S., Wong, M.H. & Gordon, J.I. Combining gnotobiotic mouse models with functional genomics to define the impact of the microflora on host physiology. *Methods in Microbiology*. 2002;31:559-589.
2. Huber W, Carey VJ, Gentleman R, et al. Orchestrating high-throughput genomic analysis with Bioconductor. *Nat Methods*. 2015;12(2):115-121.
3. Bolstad BM, Irizarry RA, Astrand M, Speed TP. A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *Bioinformatics*. 2003;19(2):185-193.
4. Ritchie ME, Phipson B, Wu D, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. 2015;43(7):e47.

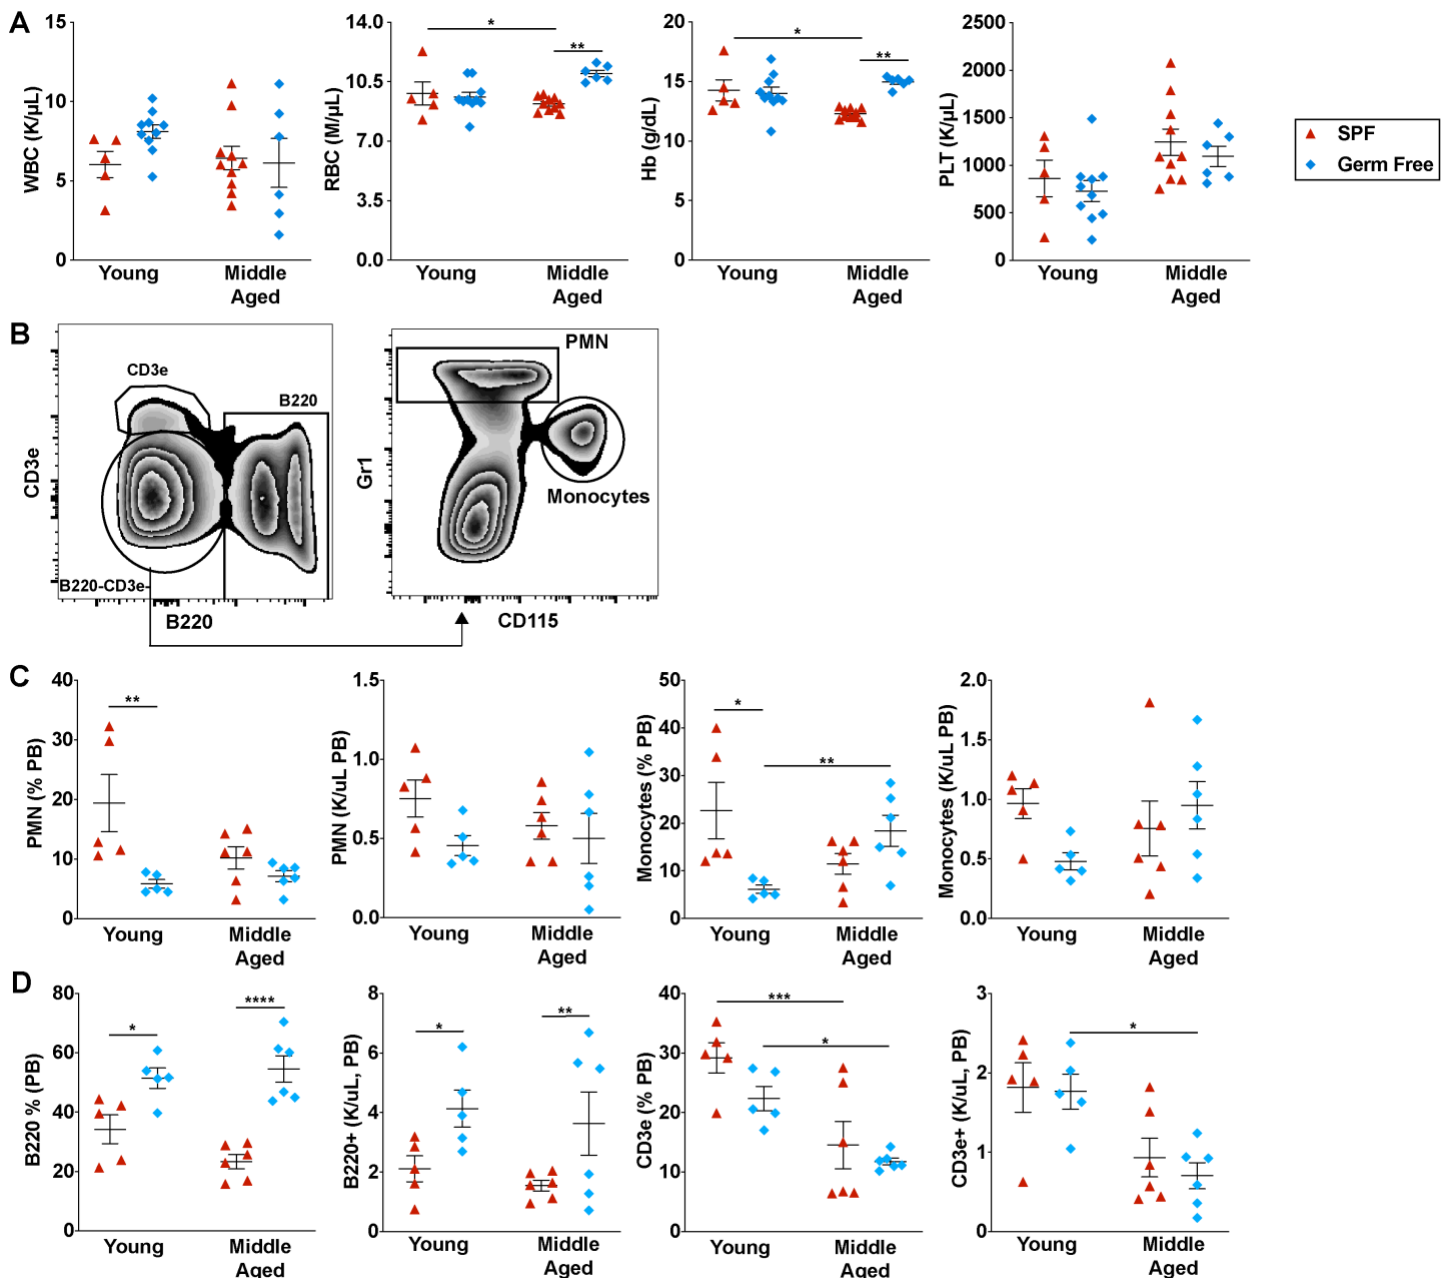

**Supplementary Figure 1. Basal hematopoiesis in young and aged GF mice.** (A) Peripheral blood counts. (B) Representative flow plots showing gating strategy to identify B220<sup>+</sup> (B cells), CD3e<sup>+</sup> (T cells), Gr1<sup>hi</sup> SSC<sup>hi</sup> CD115<sup>-</sup> (neutrophils), and Gr1<sup>int</sup> CD115<sup>+</sup> (monocytes) cells in the blood. (C) Number and percent of circulating neutrophils (PMNs, Gr1<sup>hi</sup> CD115<sup>-</sup> SSC<sup>hi</sup> cells) and monocytes (CD115<sup>+</sup> Gr1<sup>low/neg</sup> cells). (D) Number and percent of circulating CD3e<sup>+</sup> cells (T-lineage) and B220<sup>+</sup> cells (B-lineage). Data represent the mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak's multiple comparisons test.

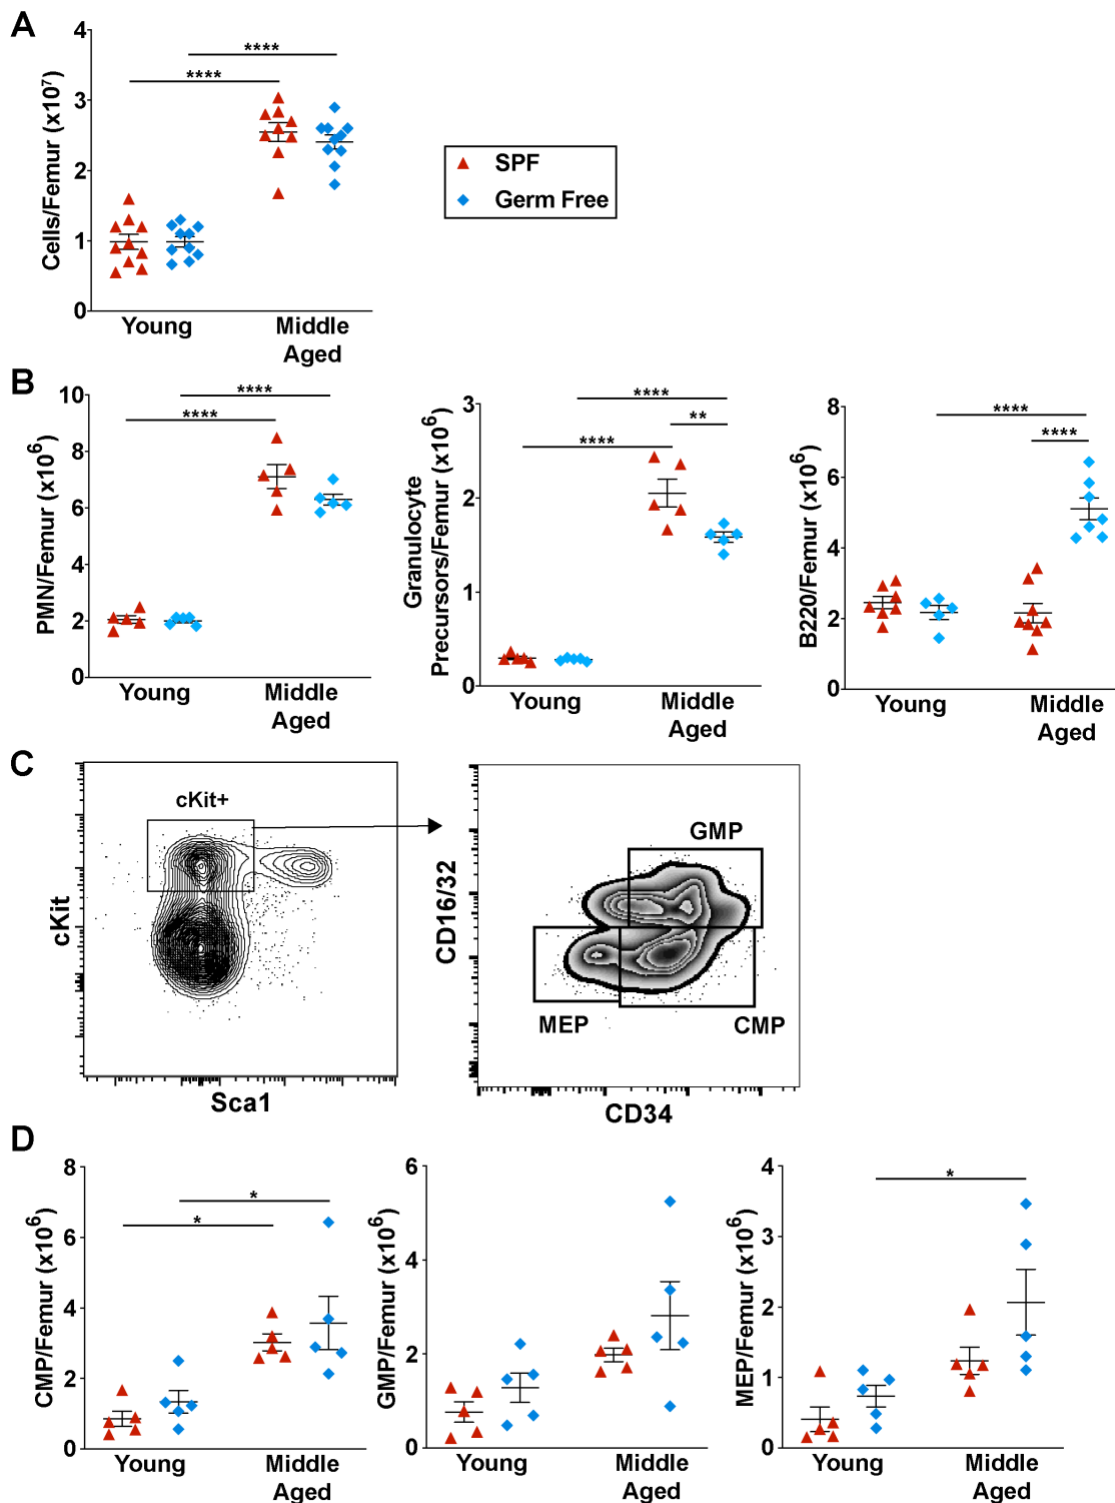

**Supplementary Figure 2. Basal hematopoiesis in young and aged GF mice. (A)** Bone marrow cellularity. **(B)** Number of B220<sup>+</sup>, CD115<sup>+</sup> Gr1<sup>Int</sup> cells and mature neutrophils (Gr1<sup>hi</sup> SSC<sup>hi</sup> cells) in the bone marrow. **(C)** Representative flow plot gating of common myeloid progenitors (CMP, lineage<sup>-</sup> Sca1<sup>-</sup> Kit<sup>+</sup> CD34<sup>+</sup> CD16/32<sup>-</sup> cells), granulocyte-macrophage progenitors (GMP, lineage<sup>-</sup> Sca1<sup>-</sup> Kit<sup>+</sup> CD34<sup>+</sup> CD16/32<sup>+</sup> cells), and megakaryocyte-erythrocyte progenitors (MEP, lineage<sup>-</sup> Sca1<sup>-</sup> Kit<sup>+</sup> CD34<sup>-</sup> CD16/32<sup>-</sup> cells) in the bone marrow. **(D)** Number of CMP, GMP, and MEP per femur. Data represent the mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak's multiple comparisons test.

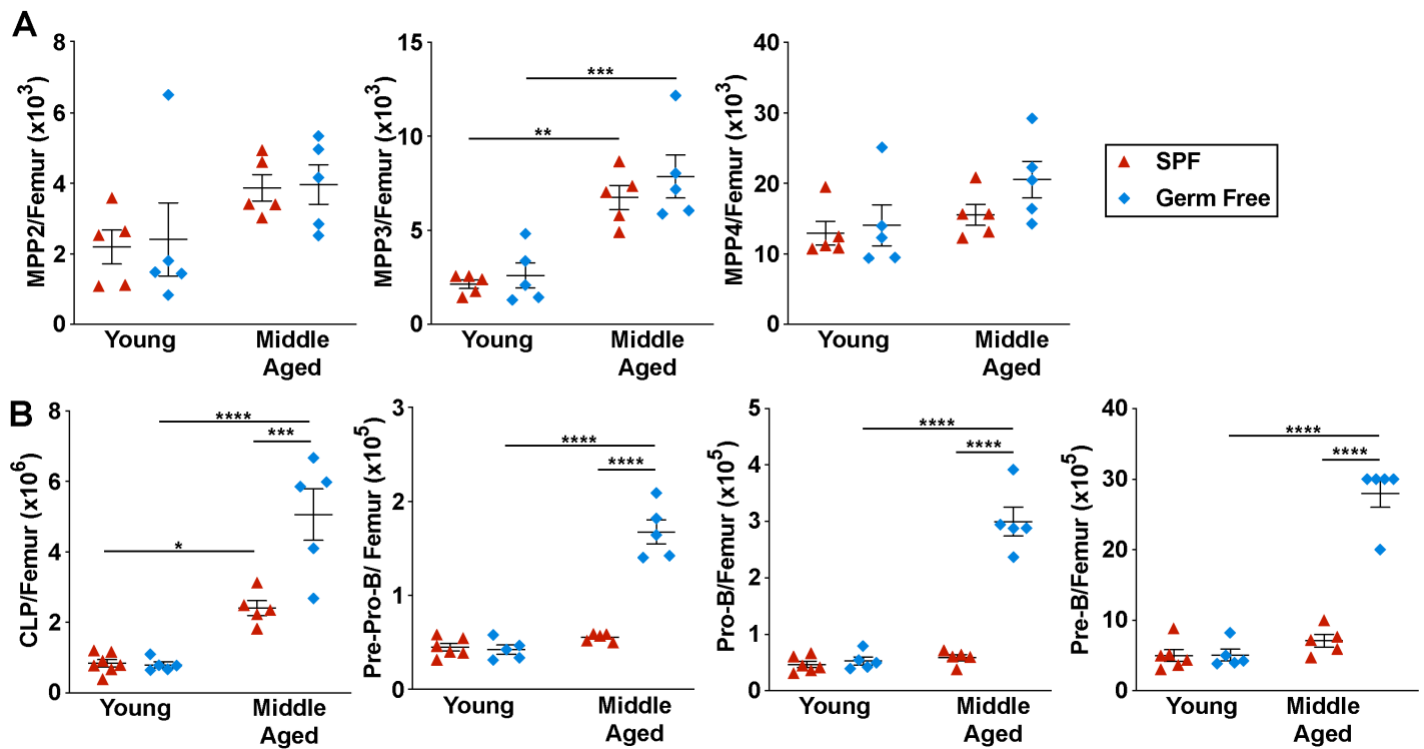

**Supplementary Figure 3. Basal hematopoiesis in young and aged GF mice.** **(A)** Number of multipotent progenitor 2 (MPP2, lineage<sup>-</sup> Sca1<sup>+</sup> Kit<sup>+</sup> CD34<sup>+</sup> FLT3<sup>-</sup> CD48<sup>+</sup> CD150<sup>+</sup>), MPP3 (lineage<sup>-</sup> Sca1<sup>+</sup> Kit<sup>+</sup> CD34<sup>+</sup> FLT3<sup>-</sup> CD48<sup>+</sup> CD150<sup>-</sup>), and MPP4 (lineage<sup>-</sup> Sca1<sup>+</sup> Kit<sup>+</sup> CD34<sup>+</sup> FLT3<sup>+</sup> CD48<sup>+</sup> CD150<sup>-</sup>) per femur. **(B)** Number of common lymphoid progenitors (CLP, lineage<sup>-</sup> CD27<sup>+</sup> FLT3<sup>+</sup> IL7R $\alpha$ <sup>+</sup> cells), Pre-Pro-B cells (lineage<sup>-</sup> B220<sup>+</sup> IgD<sup>-</sup> IgM<sup>-</sup> CD19<sup>-</sup> CD43<sup>+</sup> Ly6D<sup>+</sup> cells), Pro-B cells (lineage<sup>-</sup> B220<sup>+</sup> IgD<sup>-</sup> IgM<sup>-</sup> CD19<sup>+</sup> CD43<sup>+</sup> cells), and Pre-B cells (lineage<sup>-</sup> B220<sup>+</sup> IgD<sup>-</sup> IgM<sup>-</sup> CD19<sup>+</sup> CD43<sup>-</sup> cells) in the bone marrow. Data represent the mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001 by one-way ANOVA with alpha = 0.05 and Sidak's multiple comparisons test.

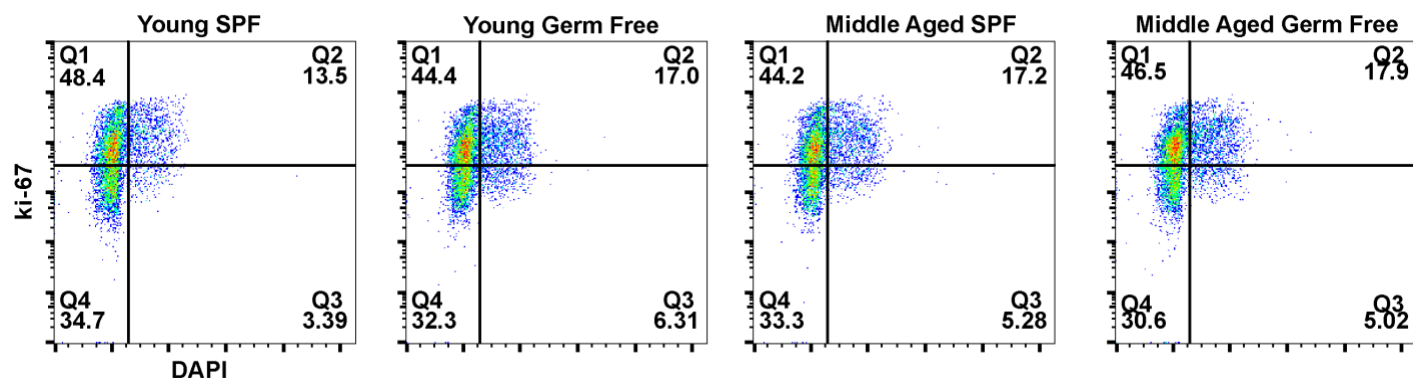

**Supplementary Figure 4. Cell cycle status of Kit<sup>+</sup> lineage<sup>-</sup> hematopoietic progenitors.** Representative flow plots showing DAPI and Ki-67 staining of Kit<sup>+</sup> lineage<sup>-</sup> cells harvested from the bone marrow of the indicated mice. Cells in the G<sub>0</sub>, G<sub>1</sub>, G<sub>2</sub>/S/M phase of the cell cycle are located in Q4, Q1, and Q2, respectively.

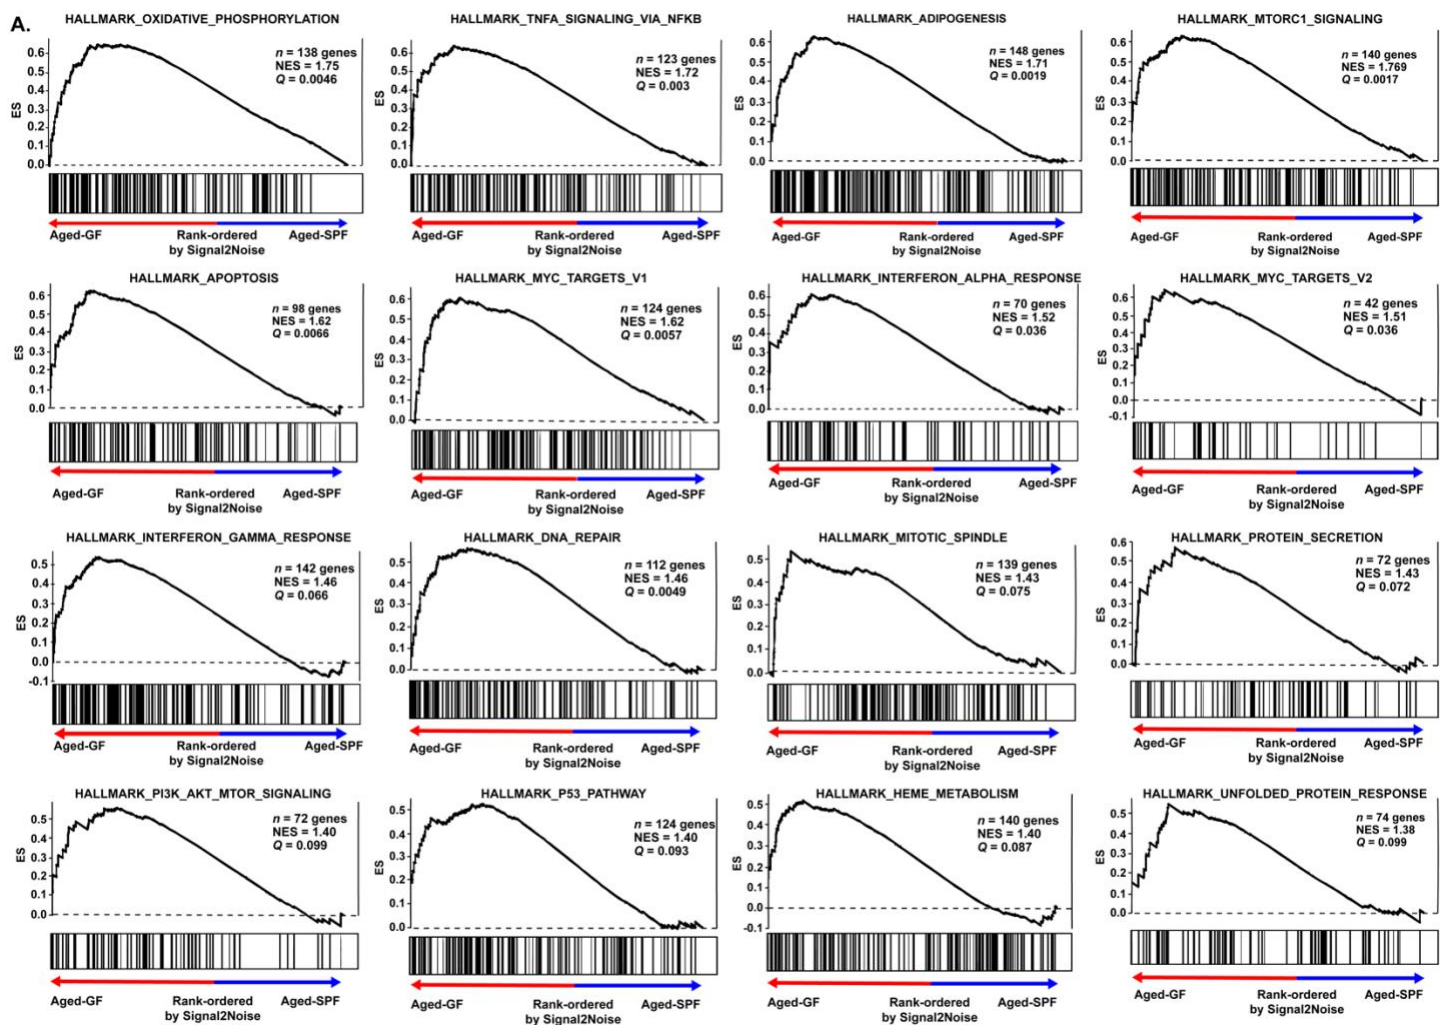

**Supplementary Figure 5. Gene set enrichment analysis of aged GF and SPF HSCs RNA expression data.**

(A) Significantly enriched gene sets from the Hallmark, KEGG, and Reactome gene sets (adjusted FDR < 0.1, nominal  $p$ -value < 0.05, and have > 25 genes).

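Of the 3 collections, Reactome was analysed here, through the mouse Reactome sets distributed with the fgsea package, joined to the arrays' genes by NCBI gene identifier. Of 37074 gene names, 22915 were matched to an identifier by accession, 1826 by symbol and 152 by an older symbol, and 12181 had no match. Sets of 26 to 500 genes made 533 tests. At an FDR under 0.1 and a nominal p under 0.05, 238 sets (44.7%) were higher and 6 lower in aged GF HSCs, and 437 of the 533 (82.0%) had a positive score. The lower sets were Defensins (−1.90), Xenobiotics (−1.70), Alpha-defensins (−1.68), NCAM1 interactions (−1.60), Cytochrome P450 arranged by substrate type (−1.46) and Phase 1 functionalization of compounds (−1.39). With 1000 permutations the smallest FDR was 0.0147. GSEA was repeated without SPF replicate 2, and with the slide as a fixed block, where genes were ranked by limma's moderated t. In both fits 0 sets passed: 39 higher and 2 lower, and 59 higher and 7 lower, had a nominal p under 0.05, and the smallest FDR was 0.138 and 0.142. With 100000 permutations, added after these counts were seen, 18 and 15 sets passed in those fits, all of them higher and all among the 238. 0 sets were called by camera with an estimated correlation or by fry, while camera with a preset correlation of 0.01 called 257 sets higher and 4 lower, 222 and 4 of them among those called by GSEA.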

**Supplementary Table 1. Differentially expressed genes in hematopoietic stem cells of aged GF compared to aged SPF mice.**

Shown are normalized expression values from SurePrint G3 Mouse GE 8x60K Microarray calculated with limma. 

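The values in the table give 1 column for each of the 6 mice, and each column could be set against the array with the same group and number. On a log2 scale across the 162 genes, the brightest probe correlated with the paper's listed value at an r of 0.909 to 0.965 per array, and was 1.62 to 1.69 times the listed value at the median. With the signal that Feature Extraction gives after its own background subtraction, quantile normalized, and with the probe of each gene that lay closest to the listed values, a choice made after seeing them, the correlation was 0.993 to 0.996 per array. For the same column the best of the other 5 arrays reached only 0.930 to 0.941, so the listed columns and the labeled arrays match one to one.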

The average expression level of each gene for both conditions are calculated and shown as Aged SPF Average or Aged GF Average. 

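Of the genes with the largest listed increases, Hif1an had a log2 fold change of 1.23 (standard error 0.41) here, Igf2 0.94 (standard error 0.33) and Ttyh2 0.87 (standard error 0.41), each with aged GF and aged SPF arrays that overlapped. Rasd1 went from a normalized intensity of 456 ± 36.9 (SD, n = 3) in aged SPF to 953 ± 288 (SD, n = 3) in aged GF HSCs with no overlap, a log2 fold change of 1.01 (standard error 0.30). Of those with the largest listed decreases, Ghrh fell from 1202 ± 217 to 483 ± 90.1 (−1.32, standard error 0.28) and AK034071 from 2015 ± 493 to 653 ± 218 (−1.65, standard error 0.31), both with no overlap, as also for Gm10714 (−1.23, standard error 0.37). Kcnh7 (−1.19, standard error 0.40) and 4930417H01Rik (−0.41, standard error 0.34) had overlapping arrays. For Gm10714, Ghrh and AK034071, 1 of the 3 aged GF arrays was well above background. All had limma adjusted p values of 0.798 except 4930417H01Rik, at 0.833. Some of these genes have other probes, read with the background-subtracted signal and quantile normalization. Those of Hif1an, Igf2, Ttyh2, Ghrh and 4930417H01Rik moved in the listed direction. Those of Rasd1 (−0.165) and Kcnh7 (0.133) moved against it.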

Fold change is calculated as (Aged GF Average/Aged SPF Average). FDR, false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

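Gene expression was measured in LSK-SLAM cells sorted from the bone marrow of 3 aged SPF and 3 aged GF mice, with 1 mouse on each of 6 Agilent SurePrint G3 Mouse GE 8x60K arrays. Groups and replicate numbers were taken from the sample labels, which match the 6 columns of Supplementary Table 1, and slides were told apart by the labels of the deposited files. The paper states that equal numbers of each sex were used but not the sex of each mouse, so sex was not a term in any model.

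The authors deposited the intensity of each spot and of its local background as Feature Extraction 11.5.1.1 read them from the scan of the single red channel, together with that software's own background-subtracted intensity, and none of these intensity values is normalized between arrays. According to the supplementary methods, RNA was amplified with the WTA2 kit and labeled with the Kreatech ULS kit, and the authors then background adjusted and quantile normalized the intensities, tested them with limma, kept features with a normalized expression above 100 and a coefficient of variation of at most 75 in all groups, and ran gene set enrichment with 1000 gene set permutations. The paper's text does not name the form of background adjustment, the offset, the rule for genes with several probes, the treatment of the slides or the ranking of genes for enrichment.

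From the deposited intensities, the mean spot intensity was adjusted with the median local background by normexp with an offset of 16 over all spots, control spots and spots marked as outliers were left out, and the rest were quantile normalized. Spots of one probe were averaged. Probes were kept with a mean above 100 and a coefficient of variation of at most 75% in both groups, and the probe with the highest mean over the 6 arrays stood for its gene. Quantile normalization removes differences in overall brightness and any change that most genes share. Taking the brightest probe favours the probe with the least background, and a gene whose probes disagree is then described by 1 of them. Amplification before labeling can compress or distort differences, which these files cannot show.

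Genes were compared with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over the 35848 genes tested) between all 3 aged GF and all 3 aged SPF arrays with no covariate. Calls were made at an adjusted p under 0.05, and separately at the limits of Supplementary Table 1, a fold change of at least 2 and a p under 0.01. The genes of Supplementary Table 1 were tested in the same fit without the filter. Fold changes are on the log2 scale with their standard errors, and means and SDs are of normalized intensities on the linear scale. For a gene not well above background on any array of one group and well above it on all arrays of the other, the dim group was set on each array to at least the highest normalized intensity among probes not called well above background, a limit chosen after the data were seen, and the fold is given as a lower bound.

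Gene set enrichment used genes with a mean above 100 in at least 1 group, ranked by signal-to-noise on linear values with each group's SD held to at least 0.2 of its mean, and 1000 gene set permutations in the fgsea package, with Benjamini-Hochberg adjustment over the sets tested. In the enrichment with the slide or the replicate number as a block, genes were ranked by limma's moderated t instead, so those scores differ from the main ones in 2 ways. Tested were 23 lists of at least 5 genes, called at an FDR under 0.1, and the mouse Reactome sets of 26 to 500 genes that come with fgsea, called at an FDR under 0.1 and a nominal p under 0.05. The lists were families fixed by gene name (respiratory chain and ATP synthase, mitochondrial ribosome, cytosolic ribosome, proteasome, interferon-named, TNF- and NF-κB-named, olfactory receptors, vomeronasal receptors, keratins and defensins, cytochrome P450 2) and lists of markers (MHC class II, B cells, T and NK cells, dendritic cells, neutrophils, macrophages, erythroid cells, megakaryocytes, stroma, HSC identity, myeloid-biased HSCs, lymphoid priming, immediate early genes). Each list's median log2 fold change was also set among those of 10000 random lists of the same size matched on intensity in 20 bins. Counts of list members at an unadjusted p under 0.05 are from a limma fit over the genes used for enrichment. Sex-linked genes are given per array and were compared between the groups only beside the MHC class II genes.

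Gene names are those of the array's annotation, and probe coordinates are those of its build, mm9. To join the Reactome sets, names were matched to NCBI gene identifiers through a RefSeq gene table of assembly GRCm38.p6, used for names only: 22915 matched by accession, 1826 by symbol, 152 by an older symbol and 12181 not at all.

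The samples in each comparison, the tests, the gene lists and the alternatives were fixed before the data were examined, apart from those said to be added later, and so was the rule for naming genes. It takes (1) each gene the paper names for this experiment, that is, the 15 top genes of the TNF heatmap, the serum mediators, Il27ra and the sort markers, (2) the 5 genes with the largest fold at each end of Supplementary Table 1, (3) the 5 genes with the largest change in each direction among those at an adjusted p under 0.05 with no overlap between the groups, or, if there are fewer than 5, at an unadjusted p under 0.01, and (4) the members of the MHC class II and sex gene lists. Genes named outside this rule are said to have been chosen after their values were seen.

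The alternatives were normexp with an offset of 50 or of 0, the software's own background-subtracted signal with quantile normalization or scaled to each array's 75th percentile, cyclic loess, the expression filter alone, no filter, a filter on spots well above background, the slide as a fixed or a random block, the replicate number as a block, each replicate left out in turn, the mean of a gene's probes, eBayes with an intensity trend, array weights, camera with a preset or an estimated correlation, fry, ranking by moderated t, and signal-to-noise after subtracting its trend with intensity. Added after the data were seen were the probe closest to the values of Supplementary Table 1, signal-to-noise after subtracting its trend with the GC share of the probes, 100000 permutations for the Reactome sets, and, for named genes in the fits with another signal or a replicate left out and for lists with a replicate left out, the probe of the fit to all arrays in place of the probe that the filter and the brightness rule choose anew.

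For arrays the number of mice limits the precision. Between 73.9% and 83.9% of spots per array were well above background, and the median standard error of a log2 fold change was 0.30. The gene test and the enrichment were tested on simulated data with the arrays' own means and spread. With 200 changed genes among the 35848, 10% of those changed by 1 on the log2 scale, 66% of those changed by 2, 94% of those changed by 3 and 98% of those changed by 4 were recovered (50 genes each), and 4 unchanged genes were called. A list of 100 genes shifted by 0.5 scored 3.19 and an unshifted list −0.928.

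Left out were the Hallmark and KEGG collections and the published list of non-myeloid biased LSK-SLAM genes, which were not analysed here, and the flow cytometry, transplantation and serum measurements, for which the arrays hold no values. The software was R 4.3.3 with limma 3.58.1, fgsea 1.28.0 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.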

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

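The tests of the mitochondrial ribosome, respiratory chain, proteasome, cytosolic ribosome, olfactory, vomeronasal, keratin and cytochrome P450 families, the tests on GC share, the tests on other cells, sex, mature neutrophils and control probes, and the counts of splits for single families were chosen only after the result was seen, while the tests on intensity, slide and single arrays for MHC class II, HSC identity and neutrophil genes were planned.

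MHC class II genes were higher in aged GF HSCs, a signal in a family that the paper's text does not discuss, although its Supplementary Table 1 lists 4 of the genes (H2-Aa, Cd74, H2-DMb2 and H2-Ab1) as higher. The 11 genes had a normalized enrichment score of 2.35 (FDR 0.00723) and a median log2 fold change of 0.67, above all 10000 random lists matched on intensity, and 10 of the 11 were higher. The list's median deviation from the mean of the 6 arrays was 0.153 to 0.482 in the aged GF mice and −0.644 to −0.127 in the aged SPF mice, so all 3 aged GF arrays lay above all 3 aged SPF arrays (exact permutation p 0.10, the smallest possible). H2-Ab1 rose from a normalized intensity of 15180 ± 2300 (SD, n = 3) to 29271 ± 4618 (log2 fold change 0.95, standard error 0.27) and H2-Eb1 from 16960 ± 4149 to 33307 ± 1957 (1.00, standard error 0.28), beside H2-Aa at 1.37. Cd74, the invariant chain, rose by 0.88, H2-DMb2 by 1.1, H2-Oa by 0.67, H2-DMa by 0.56 and Ciita, the class II transactivator, by 0.52. H2-Ob (0.27), H2-DMb1 (0.23) and H2-Eb2 (−0.27) changed less than their standard errors, and H2-Eb2 was higher with the mean of its probes (0.097). None had an adjusted p under 0.05 with limma over all genes, and 6 had an unadjusted p under 0.05. In the limma fit over the genes used for enrichment 5 did, and 5 had an adjusted p under 0.05 when adjusted over the list alone (smallest 0.0129). The list kept its direction and its call under all 19 other settings of the enrichment, at scores of 2.20 to 2.51, and was the only list called by fry, but not by camera with an estimated correlation (FDR 0.329).

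Several technical explanations of the MHC class II signal are argued against by the tables. After subtracting the trend of signal-to-noise with intensity the score was 2.235, after subtracting the trend with the probes' GC share 2.251, with the slide as a fixed block 2.199 and without SPF replicate 2, the lowest with any array left out, 2.225. B cells, dendritic cells or macrophages among the sorted cells would bring their other abundant transcripts. Of 15 B cell, 10 dendritic cell and 11 macrophage markers, 10, 8 and 8 were well above background on all arrays. Of all these markers, 0 had an unadjusted limma p under 0.05 together with a log2 fold change as high as the MHC class II median. Some were bright on all 6 arrays, such as Cd22 (113350 to 212700) and Siglech (121180 to 174470), which would hide a small share. A small share of such cells is therefore not excluded. A difference in sex between the groups could not be decided, because no array of known sex was there to show that these probes tell the sexes apart. Xist, at 583 to 802 on the 6 arrays, had a log2 fold change of 0.041 (standard error 0.26). Of the Y-linked genes well above background on all 6 arrays, Uty was higher (0.71), and Kdm5d (−0.48) and Eif2s3y (−0.59) were lower. For Uty and Kdm5d the groups did not overlap, in opposite directions. Chance stays open too. Only 1 of the 10 splits of the arrays, the real one, gave a score as large, the next reaching 1.53. However, 10 splits cannot give a share under 0.05. Higher MHC class II expression in HSCs of mice without microbiota may thus be considered as a hypothesis. Germ status itself, and any difference in housing or age that goes with it, was not tested apart.

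The mitochondrial ribosome family, which the paper does not discuss, scored 2.79 (FDR 0.00723) with 63 of 77 genes higher in aged GF HSCs and a median log2 fold change of 0.26. The arrays overlapped, with medians of −0.037 to 0.222 in aged GF mice and of −0.147, −0.466 and 0.256 in SPF replicates 1, 2 and 3. The score was 2.708 after subtracting the trend with intensity, 2.677 after subtracting the trend with GC share, 1.778 with the slide as a fixed block (FDR 0.0206) and 1.738 without SPF replicate 2 (FDR 0.0126). Each remained past the threshold, so none of these explains the whole of it, although SPF replicate 2 accounts for part of its size. The fits with the slide block and without SPF replicate 2 are not separate checks, because slide 2 holds that array alone. Chance cannot be excluded, since 2 of the 10 splits gave a score as large. A difference in mitochondrial translation that goes with germ status stays open, as do the genes' correlation with each other, under which camera and fry did not call the list (FDR 0.649 and 0.480).

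The cytosolic ribosome scored 2.39 and the proteasome 2.27 in families the paper's text does not discuss (of the proteasome, Psmb5 is in Supplementary Table 1), and with them the respiratory chain and ATP synthase 2.38, which the paper reports through its oxidative phosphorylation set. Of these families, 63 of 83, 32 of 39 and 72 of 84 genes were higher in aged GF HSCs. Intensity and GC content are argued against: the lowest score of the 3 families was 2.179 after subtracting the trend with intensity and 2.164 after subtracting that with GC share. The calls may rest on 1 array: without SPF replicate 2 no family of the 3 passed an FDR of 0.1, with the lowest score at 1.297 for the cytosolic ribosome, and SPF replicate 2 had the lowest median of the 6 arrays in each. A difference between slides cannot be told apart from the groups for all of them: with the slide as a fixed block the cytosolic ribosome scored 0.936 and the respiratory chain 1.40, while the proteasome, at 1.73, remained called, and slide 2 holds SPF replicate 2 alone. Of the 10 splits, 4 gave a respiratory chain score as large as the real one, so chance is not excluded. Whether that mouse, its slide or its sort differed was not tested.

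Genes of HSC identity, a list the paper does not report, scored 1.65 (FDR 0.0529), with 14 of 16 genes higher in aged GF HSCs but a median log2 fold change of only 0.095 and 0 genes at an unadjusted p under 0.05 with limma. The score stayed at 1.53 after subtracting the trend with intensity and 1.561 after subtracting that with GC share. It was −0.465 without SPF replicate 2, whose median was −0.436 against −0.025 to 0.266 on the other arrays, so the call is consistent with a shift of that array alone. With the slide as a fixed block it was −0.86, which cannot tell slide from mouse because slide 2 holds no other array. The call was also lost without SPF replicate 3 (1.45, FDR 0.117), without GF replicate 1 (1.29, FDR 0.261) and with the mean of a gene's probes (1.20). Germ status stays among the open explanations, and no difference between the groups was detectable once SPF replicate 2 was left out.

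Vomeronasal receptor genes, which the paper does not discuss, scored −1.96 (FDR 0.00723), with 176 of 258 lower in aged GF HSCs and a median log2 fold change of −0.18, beside the olfactory receptors at −1.86. Many olfactory receptor genes were measured near background. For the weaker of the families, the olfactory receptors, the score was −2.049 after subtracting the trend with intensity, −1.828 after subtracting that with GC share, −1.278 with the slide as a fixed block and −1.358 without SPF replicate 2, all past an FDR of 0.1. Unspecific signal that any probe picks up would move probes that match no transcript the same way. The 106 control probes had a median log2 fold change of 0.11, with 36 lower and 70 higher. Unspecific signal that depends on the probe sequence was not tested and is not excluded. The groups overlapped in both families. SPF replicate 2 had the highest median (0.206 olfactory, 0.207 vomeronasal), and GF replicate 2 (−0.02 and 0.021) lay above SPF replicate 1 (−0.069 and −0.055). Chance cannot be excluded: 2 of the 10 splits gave an olfactory score as large, and the other is the split by slide (1.99). Germ status stays among the open explanations and was not tested apart.

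Keratin and defensin genes, which the paper does not discuss, scored −1.66 (FDR 0.00723), with 101 of 138 lower in aged GF HSCs and a median log2 fold change of −0.16, and cytochrome P450 2 genes scored −1.45. The weaker score of these families was −1.415 after subtracting the trend with intensity and −1.436 after subtracting that with GC share, so neither trend explains them. Without SPF replicate 2 the keratins and defensins were at −0.845, and with the slide as a fixed block the P450 genes were at −0.957 and the keratins and defensins at −0.985. The lower level is therefore consistent with SPF replicate 2 alone, whose median for keratins and defensins was 0.379 against −0.165 to 0.011 on the others, and slide and mouse cannot be told apart there. The keratins and defensins were not called without GF replicate 1 either (−1.25, FDR 0.153). Of the 6 fits that leave out 1 array, the P450 genes were called only without GF replicate 3 (−1.41, FDR 0.0767). With the probes of the fit to all arrays held fixed, that call was lost as well (−1.39, FDR 0.113). Germ status stays open, untested.

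Neutrophil granule genes, which the paper does not discuss in HSCs, scored −1.71 (FDR 0.0323), with 11 of 14 lower in aged GF HSCs and a median log2 fold change of −0.53, but 0 genes at an unadjusted p under 0.05 with limma. The score was −1.596 after subtracting the trend with intensity, −1.706 after subtracting that with GC share and −2.312 with the slide as a fixed block, so these do not account for it. It turned to 1.01 without SPF replicate 1 and was −1.30 (FDR 0.300) without GF replicate 2. SPF replicate 1 had the highest value of the 6 arrays for 10 of the 14 genes, which restates what singled out that array and decides nothing on its source. Of the 14, chosen after their values were seen, S100a9 was at 17880 in SPF replicate 1 and 459 to 2870 on the other arrays, Lcn2 at 18588 against 2053 to 5648, Camp at 13735 against 1172 to 2174 and Ngp at 9025 against 604 to 1268. Prtn3, the gene of the list with the highest intensity on all 6 arrays, was not highest there, at 22189 in SPF replicate 1 and 10085 to 31090 on the others. A candidate explanation is a few mature neutrophils among the sorted cells of SPF replicate 1, which Prtn3 neither bears out nor excludes, since its high level on all arrays would hide a small share. Of the 14 genes, 8 were well above background on all 6 arrays, and which cells give that signal was not tested. A difference in granule gene expression within HSCs of that mouse stays open too.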

How the results depend on the processing

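The tests with the GC trend, the closest probe, the 100000 permutations and the probe of the fit to all arrays held fixed were chosen only after the result was seen, and all other settings here were planned and run.

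Across the settings, 154 of the counts and summary values stayed within 1.5 times, within their spread or on their side of the threshold, 24 moved further, 13 fell below a threshold and 1 rose above one. Of the values for single genes and lists, 1735 kept direction and side, 84 reversed, 31 moved, 23 fell below and 10 rose above a threshold. The count of 0 genes at an adjusted p under 0.05 with limma held in all fits but 1 (0 to 1 with a replicate left out, the gene being Hpd), with 2194 genes at an unadjusted p under 0.05 under the main setting. All 162 genes of Supplementary Table 1 were found, and 161 had the listed direction, with 159 (slide as a fixed block, and without SPF replicate 2) to 162 (mean of a gene's probes) under the alternatives. MHC class II, mitochondrial ribosome, olfactory and vomeronasal lists kept their call by gene set permutation under all 19 other settings of it, at scores of 2.20 to 2.51, 1.74 to 3.40, −2.47 to −1.28 and −2.56 to −1.52. Of the other set tests, camera with a preset correlation called all 4, fry only MHC class II (FDR 0.0976, and 0.480 for the other 3), and camera with an estimated correlation none (FDR 0.329 for MHC class II and 0.649 for the other 3).

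Genes higher at the limits of Supplementary Table 1 by unadjusted p (81) went to 147 with the software's background-subtracted signal and quantile normalization, 46 with the slide as a fixed block and 67 (without SPF replicate 2) to 243 (without GF replicate 2) with a replicate left out. Genes lower (147) went to 314 with scaling to the 75th percentile, 75 with the filter on spots well above background, which tests fewer genes (28704), and 129 (without GF replicate 3) to 502 (without SPF replicate 1) with a replicate left out. The correlation of log2 fold change with intensity across genes (−0.008) went to 0.323 with scaling to the 75th percentile, −0.084 with the slide as a fixed block and −0.079 to 0.031 with a replicate left out. Of the genes at an unadjusted p under 0.05, 40.3% were higher in aged GF HSCs under the main setting, 49.3% with the background-subtracted signal and quantile normalization and 26.5% with that signal scaled to the 75th percentile. Apart from the number of genes tested, the cause was not tested.

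Lists called higher (8) went to 5 with the slide as a fixed block, 1 with fry, 0 with camera and an estimated correlation and 3 (without SPF replicate 2) to 10 (without GF replicate 3) with a replicate left out. Lists called lower (5) went to 3 with the slide as a fixed block, 0 with fry, 0 with camera and an estimated correlation and 3 to 5 with a replicate left out. Reactome sets called higher (238) went to 0 with the slide as a fixed block, with fry and with camera and an estimated correlation, to 15 with 100000 permutations and the slide as a fixed block, to 18 with 100000 permutations without SPF replicate 2, and to 0 to 304 with a replicate left out (0 without SPF replicate 2 and 150 without GF replicate 1). Camera with a preset correlation called 257 higher and 4 lower. Those called lower by GSEA (6) went to 13 with scaling to the 75th percentile, 0 in each of the fits with slide block, fry, camera and an estimated correlation or 100000 permutations just named, and 0 (without SPF replicate 2) to 14 (without SPF replicate 3) with a replicate left out. That fry and camera allow for correlation between genes, where gene set permutation does not, is part of their construction. For the rest the cause was not tested.

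Changes of sign were found in genes and lists that had not passed a threshold, apart from HSC identity and neutrophil genes and Btn2a2 (at the limits by unadjusted p), and for the genes and lists in this paragraph the cause was not tested. With the software's background-subtracted signal and quantile normalization these were Hc (−0.02), Tnf (−0.013), Kit (−0.001), Cd34 (−0.033) and stroma (score −0.90). With scaling to the 75th percentile they were Sqstm1 (0.017), Ptger4 (0.064), Cxcl12 (−0.055), Tnf (−0.056), Il1b (−0.104), Cd34 (−0.034), Flt3 (−0.061), and the lists of erythroid cells (−1.14), lymphoid priming (0.80) and stroma (−0.96). With cyclic loess they were Kit (−0.011) and stroma (−0.75), with the filter on spots well above background stroma (−1.01), and with ranking by moderated t erythroid cells (−0.78). With array weights they were Cd34 (−0.13) and Il7r (0.058).

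With the slide as a fixed block, signs changed for Map2k3 (−0.052), Hc (−0.088), Cxcl13 (−0.13), Il27ra (0.281), Cd34 (−0.172), Il7r (0.069), H2-Eb2 (0.128) and H2-DMb1 (−0.078), and for the lists of B cells (0.60), erythroid cells (−1.17), HSC identity (−0.86), lymphoid priming (0.81), myeloid-biased HSCs (−1.41) and T and NK cells (0.91). With the mean of a gene's probes they changed for Junb (0.396), Ptger4 (0.398), Dnajb4 (−0.124), Il1b (−0.074), Kit (−0.145), H2-Eb2 (0.097), dendritic cells (0.97) and lymphoid priming (0.60), where the probes of a gene disagree. The cause was not tested.

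With each replicate left out in turn, the log2 fold change crossed 0 for Ptger4 (−0.456 to 0.183), Tnf (−0.058 to 0.349), Flt3 (−0.273 to 0.426, and −0.027 to 0.426 on the probe of the fit to all arrays), Map2k3 (−0.076 to 0.442), Hc (−0.042 to 0.353), Cxcl13 (−0.082 to 0.30), Il27ra (−0.51 to 0.217), Cd34 (−0.19 to 0.312), Il7r (−0.295 to 0.047), H2-Eb2 (−0.607 to 0.061), H2-DMb1 (−0.079 to 0.397), H2-Ob (−0.08 to 0.619), Sqstm1 (−0.392 to 0.052), Cxcl12 (−0.119 to 0.277), Il1b (−0.083 to 0.199), Kit (−0.067 to 0.125) and Btn2a2 (−2.376 to 0.522). The score crossed 0 for neutrophils (−2.04 to 1.01), stroma (−1.48 to 1.20), erythroid cells (−1.0 to 0.96), HSC identity (−0.47 to 2.02), lymphoid priming (−1.18 to 0.67), myeloid-biased HSCs (−1.37 to 1.27), T and NK cells (−1.36 to 0.81) and immediate early genes (−0.79 to 1.71). For Btn2a2 the cause is a change of probe: leaving out SPF replicate 2, SPF replicate 3 or GF replicate 1 put another probe in place of the one used with all arrays, which itself stayed between −2.38 and −1.30. With the probes of the fit to all arrays, the lists not called without SPF replicate 2 included the respiratory chain (1.38, FDR 0.122) and the cytosolic ribosome (1.26, FDR 0.217), as with probes chosen anew. For the rest the cause was not tested beyond the arrays named for HSC identity and neutrophil genes.

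The groups share replicate numbers, but nothing in the paper or the labels pairs them. The deviations of same-numbered arrays from their group means correlated across genes at −0.035, 0.353 and −0.027, so the numbers do not pair the mice. With the replicate block, 92 genes were higher and 204 lower at the limits by unadjusted p, the smallest adjusted p was 0.575, 8 lists were higher and 5 lower, 260 Reactome sets were higher and 9 lower, and the uncalled lists of erythroid cells (−0.79) and stroma (−0.81) changed sign.

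Signal over background limits what dim probes can show. The median spot was 14.6 to 21.4 times the background, and genes not well above background in a group, such as Ifng in aged GF HSCs, allow at most a bound on their change, and many olfactory receptor genes lie near background.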

Differences from the paper's values

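The tests with the probe closest to the listed values, and with the probe of the fit to all arrays held fixed, were chosen only after the result was seen, and the other settings named here were set before the data were examined. A log2 fold change is called different where its sign differs or the gap to the paper's exceeds the larger of the gene's SDs between replicates in the groups on the log2 scale under the main setting, such as 0.278 for Ghrh, 0.745 for Gm10714 and 0.989 for Ttyh2. A median normalized value is called different where one is over 1.5 times the other and the gap exceeds the SD between replicates (50.2 in aged SPF and 112 in aged GF HSCs), and a count or a median FDR where one is over 1.5 times the other.

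Supplementary Table 1 lists, as the paper's counts, 83 genes higher and 79 lower in aged GF HSCs at a fold change of at least 2 and an FDR under 0.01. With limma and Benjamini-Hochberg adjustment over all genes tested, 0 genes were higher and 0 lower at these limits here, under the main setting and all alternatives, while 81 were higher and 147 lower by unadjusted p and 2194 had an unadjusted p under 0.05. The median FDR of the listed genes is the paper's 0.004515, against a median adjusted p of 0.843 here, and 0.543 to 1 under the alternatives, of which none came within the paper's value. With the probe closest to the listed values, chosen after seeing them, the median unadjusted p was 0.00657, or 1.63 times the listed FDR at the median of the genes, and the median adjusted p 0.724. At the median of the genes that adjusted p was 163 times the listed FDR, so the listed values lay closer to the unadjusted p. Whether the listed FDR is an adjusted p, and what it was adjusted over, could not be settled, which limits this comparison.

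The median normalized value of the listed genes is the paper's 897.8 in aged SPF HSCs, against 1437 here. These values did not differ with the software's background-subtracted signal and quantile normalization (1118) or scaling to the 75th percentile (1199), with the mean of a gene's probes (1204) or without SPF replicate 1 (1312), and differed under the other alternatives (1418 to 1508). In aged GF HSCs it is the paper's 809.7, against 1363 here, not different with the background-subtracted signal and quantile normalization (985) or scaling (920) or with the mean of a gene's probes (1200), and different under the others (1294 to 1439).

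For the genes at the ends of Supplementary Table 1, the log2 fold changes here were smaller than the paper's. Hif1an is at the paper's 2.30 and at 1.23 here, not different with the background-subtracted signal and quantile normalization (2.60), with scaling to the 75th percentile (2.23) or without GF replicate 1 (1.67). Rasd1 is at the paper's 2.19 and at 1.01 here, not different with the background-subtracted signal and quantile normalization (2.37) or scaling (1.82). Igf2 is at the paper's 2.18 and at 0.94 here, not different only with the background-subtracted signal and quantile normalization (2.32), where another probe of the gene was brightest and the probe used here gave 2.00. Ttyh2 is at the paper's 2.02 and at 0.87 here, not different with that signal (1.22), with the mean of its probes (1.22) or without SPF replicate 1 (1.27), GF replicate 1 (1.62), GF replicate 2 (1.44) or GF replicate 3 (1.25). Without SPF replicate 1, GF replicate 1 and GF replicate 3 another probe of Ttyh2 was used, and the probe of the fit to all arrays, held fixed after seeing these values, gave 0.99, 0.52 and 0.66.

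Gm10714 is at the paper's −2.79 and at −1.23 here, not different with the background-subtracted signal and quantile normalization (−3.17) or scaling (−3.45). AK034071 is at the paper's −2.24 and at −1.65 here, not different with that signal and quantile normalization (−2.58), without SPF replicate 3 (−1.79) or without GF replicate 2 (−1.91). 4930417H01Rik is at the paper's −2.20 and at −0.41 here, not different with that signal and quantile normalization (−2.59, on another probe of the gene, where the probe used here gave −1.41) or scaling (−1.84). Ghrh is at the paper's −2.32 and at −1.32 here, and differed by that SD under all alternatives (−3.16 to −1.05). For each of these genes the other alternatives differed too. With the probe closest to the listed values, chosen after seeing them, the listed and computed log2 fold changes correlated across all 162 genes at an r of 0.993, and all 162 had the listed direction.

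Pigh, listed as higher by the paper (1.20), was lower here on its brightest probe in the fit without the filter (−0.75), higher on the brightest probe that passes the filter (1.02) and higher on the probe closest to the listed values (1.31), chosen after seeing them.

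The heatmap of Figure 6B names 15 top genes of the TNF set enriched in aged GF HSCs. Here 12 of the 15 were higher, and Junb (−0.58), Ptger4 (−0.080) and Sqstm1 (−0.18) were lower. Junb and Ptger4 were higher with the mean of a gene's probes (0.40 and 0.40), and Ptger4 (0.064) and Sqstm1 (0.017) with scaling to the 75th percentile.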

Other observations

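The tests on GC share and on immediate early genes, the counts of splits for single families and the test on other probes of Supplementary Table 1 were chosen only after the result was seen, while those on intensity, slide and single arrays for the TNF- and interferon-named genes and the splits for counts of genes, lists and Reactome sets were planned.

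The counts of calls do not set the real groups apart from other divisions of the 6 arrays. Of the 10 splits into 3 and 3, 4 gave at least as many genes at the limits of Supplementary Table 1 by unadjusted p (228 in the real split, 72 to 561 in the others), 2 gave as many called lists (13, and 4 to 13) and 4 as many called Reactome sets (244, and 27 to 368). With 10 splits the share is never under 0.05, so chance cannot be excluded for any of these. The split that parts slide 1 from the other slides (SPF replicate 1 and GF replicates 1 and 3 against SPF replicates 2 and 3 and GF replicate 2) gave 561 genes at the limits, 3 genes at an adjusted p under 0.05 with limma, 3647 at an unadjusted p under 0.05 and 13 lists. With the slide as a fixed block, the real groups gave 46 higher and 149 lower genes at the limits and 5 higher and 3 lower lists.

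The higher TNF- and NF-κB-named genes in aged GF HSCs (1.71) were not explained by intensity (1.727 after subtracting its trend) or GC content (1.659). With the slide as a fixed block the score was 1.502 (FDR 0.0610). Slide 2 holds SPF replicate 2 alone, so that fit takes this array out of the comparison. It cannot tell this slide from this mouse. The call may rest on SPF replicate 2: without it the score was 1.448 (FDR 0.114), no longer past an FDR of 0.1. Stress during cell isolation may raise immediate early genes together with NF-κB targets. The 30 immediate early genes scored 1.398 (FDR 0.123), not past the threshold with all arrays, but 1.71 without SPF replicate 1, 1.54 without GF replicate 1, 1.505 without GF replicate 3 and 1.75 with scaling to the 75th percentile, each past it, and −0.788 without GF replicate 2, so stress stays open. Of these 30, Btg2 and Junb are also among the study's heatmap genes. Only the real split of the 10 (1) gave a TNF score as large, the next reaching 1.46, which cannot exclude chance. A difference in TNF signaling with germ status stays open, untested apart from these.

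The higher interferon-named genes (1.83) held after subtracting the trend with intensity (1.921) and GC share (1.858) and with the slide as a fixed block (1.542). Without GF replicate 2 the score was 1.20 (FDR 0.300), so the call may rest on that mouse, whose median deviation of 0.161 was the highest of the 6. Of the 10 splits, 2 gave a score as large, so chance is not excluded.

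Where a gene of Supplementary Table 1 has more than 1 probe, the other probes were compared with the listed direction. A change of the transcript should move them the same way, and a fault of 1 probe should not. Of 53 such genes, the other probes of 39, or 73.6% (95% exact Clopper-Pearson interval 59.7% to 84.7%), moved in the listed direction, with a median log2 fold change in that direction of 0.57 against 1.31 for the probe closest to the listed values. The direction is thus consistent with a change of the transcript for most of these genes, while the size may be inflated for the probe listed, as genes chosen for their size on the same arrays would be.

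Marker lists that did not pass an FDR of 0.1 were B cells (−1.01), T and NK cells (−1.05), dendritic cells (−0.970), macrophages (−1.03), megakaryocytes (1.02), erythroid cells (0.849), stroma (0.775), myeloid-biased HSCs (0.763), lymphoid priming (−1.11) and immediate early genes (1.40). The erythroid list had a positive score and median log2 fold change (0.050) and a negative mean (−0.024), and so had the stroma list (median 0.081, mean −0.006). Without SPF replicate 1 the B cell list was called lower (−1.62), without GF replicate 3 the megakaryocyte list higher (1.54), and with scaling to the 75th percentile the myeloid-biased list higher (1.51). The megakaryocyte call was lost with the probes of the fit to all arrays (1.47, FDR 0.119). Bst2 is in both the dendritic cell list and the interferon-named genes.

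Hpd, named after its values were seen, was the only gene with an adjusted p under 0.05 under any setting: without GF replicate 1 its log2 fold change was −3.35 (standard error 0.42, limma adjusted p 0.0323), where the smallest adjusted p of any gene was 0.0323 to 1 over the alternatives and 0.798 with all arrays. That fit has 2 aged GF arrays and 1384 genes at an unadjusted p under 0.05.

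The serum mediators that the paper measured as proteins were read as transcripts in HSCs. Hc, which encodes C5, was at 214 ± 67.1 (SD, n = 3) in aged SPF and 226 ± 28.5 in aged GF HSCs and not well above background on any array, as was Cxcl13 (309.5 ± 83.1 and 327 ± 45.9). Cxcl12 was well above background on all 6 arrays, at 2151 ± 551 and 2314 ± 540, a log2 fold change of 0.12 (standard error 0.30, limma adjusted p 0.950). Icam1 went from 4832 ± 1359 to 7354 ± 852, with no overlap between the groups (0.64, standard error 0.29, limma adjusted p 0.798).

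Sex-linked genes are given per array because the sex of each mouse is not stated. Xist was at 685, 615 and 728 in SPF replicates 1, 2 and 3 and at 802, 713 and 583 in GF replicates 1, 2 and 3. Kdm5d, on the Y chromosome, was at 18697, 15507 and 15565 and at 10604, 15065 and 10436, Eif2s3y at 3610.0, 3216 and 5267 and at 4291, 3539 and 1183, Uty at 2374, 2628 and 3307 and at 7242, 3731 and 3351, and Ddx3y at 407, 394 and 461 and at 649, 349 and 289. No explanation of these values was tested, and their use as a test of sex is given with the MHC class II genes.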
